# Gut-Testis Axis: Microbiota Prime Metabolome To Increase Sperm Quality in Young Type 2 Diabetes

**DOI:** 10.1128/spectrum.01423-22

**Published:** 2022-10-10

**Authors:** Xiaowei Yan, Yanni Feng, Yanan Hao, Ruqing Zhong, Yue Jiang, Xiangfang Tang, Dongxin Lu, Hanhan Fang, Manjree Agarwal, Liang Chen, Yong Zhao, Hongfu Zhang

**Keywords:** type 2 diabetes in youth, sperm concentration, sperm motility, spermatogenesis, gut microbiota, DHA, EPA

## Abstract

Young type 2 diabetes (T2D) affects 15% of the population, with a noted increase in cases, and T2D-related male infertility has become a serious issue in recent years. The current study aimed to explore the improvements of alginate oligosaccharide (AOS)-modified gut microbiota on semen quality in T2D. The T2D was established in young mice of 5 weeks of age with a blood glucose level of 21.2 ± 2.2 mmol/L, while blood glucose was 8.7 ± 1.1 mM in control animals. We discovered that fecal microbiota transplantation (FMT) of AOS-improved microbiota (A10-FMT) significantly decreased blood glucose, while FMT of gut microbiota from control animals (Con-FMT) did not. Sperm concentration and motility were decreased in T2D to 10% to 20% of those in the control group, while A10-FMT brought about a recovery of around 5- to 10-fold. A10-FMT significantly increased small intestinal *Allobaculum*, while it elevated small intestinal and cecal *Lactobacillus* in some extent, blood butyric acid and derivatives and eicosapentaenoic acid (EPA), and testicular docosahexaenoic acid (DHA), EPA, and testosterone and its derivatives. Furthermore, A10-FMT improved liver functions and systemic antioxidant environments. Most importantly, A10-FMT promoted spermatogenesis through the improvement in the expression of proteins important for spermatogenesis to increase sperm concentration and motility. The underlying mechanisms may be that A10-FMT increased gut-beneficial microbes *Lactobacillus* and *Allobaculum* to elevate blood and/or testicular butyric acid, DHA, EPA, and testosterone to promote spermatogenesis and thus to ameliorate sperm concentration and motility. AOS-improved gut microbes could emerge as attractive candidates to treat T2D-diminished semen quality.

**IMPORTANCE** A10-FMT benefits gut microbiota, liver function, and systemic environment via improvement in blood metabolome, consequently to favor the testicular microenvironment to improve spermatogenesis process and to boost T2D-diminished semen quality. We established that AOS-improved gut microbiota may be used to boost T2D-decreased semen quality and metabolic disease-related male subfertility.

## INTRODUCTION

Type 2 diabetes (T2D) has long been considered a disease of adulthood; however, there has been a steep rise of this disease in children and adolescents worldwide (1–5), parallel to the increasing rates of obesity. It is reported the incidence of T2D in children <15 years of age in New Zealand has increased progressively at 5% per year over the past 2 decades (2). The reasons for this increase include genetic factors, environmental factors, and a lack of physical activity (1–5). T2D patients are at potentially higher risk for most of the outcomes compared to type 1 diabetes (T1D) patients. For example, 72% of T2D patients display different types of early diabetes-related complications; however, just 32% of T1D patients have similar evidence (3). The most impressive feature of T2D in youth is that it is more commonly diagnosed at lower age and a lower body mass index in boys than in girls (4). Moreover, the majority of youths with T2D present at a mean age of 13.5 years (1–5).

Accumulating data from human and animal studies indicate that gut bacteria play fundamental roles in T2D, as there is profound dysbiosis in T2D (6–9). Gut microbiota and hosts have developed a coherent symbiotic relationship where the gut microbiota contribute to many physiological functions, including energy metabolism, metabolic signaling, immune system formation, and gut barrier integrity (9). Gut microbiota benefits humans through the production of short-chain fatty acids (SCFAs) from the fermentation of carbohydrates; moreover, a deficiency in SCFAs is correlated with T2D (8). *Bifidobacterium*, *Bacteroides*, *Faecalibacterium*, *Akkermansia*, and *Roseburia* are reported to be negatively associated with T2D; however, *Ruminococcus*, *Fusobacterium*, and *Blautia* are positively associated. *Lactobacillus* is frequently detected and reported in T2D and has produced inconsistent results among investigations (7, 9). In humans and experimental animal models, *Bacteroides* has been shown to be a beneficial microbe for glucose metabolism (6). Moreover, microbes have been considered a treatment for T2D (7), especially as dietary intervention can modulate the gut microbiota to improve glucose status in T2D (7).

Male infertility is already a common health problem worldwide, and up to one in six couples have infertility issues (10, 11). Diabetes poses an adverse impact on male fertility directly and indirectly at multiple levels, such as impairment to spermatogenesis itself, penile erection, and ejaculation (12–15). Thus, male infertility issues have become more common with the increasing rates of T2D. The negative impacts of diabetes on erectile and ejaculation function, as well as a reduction in semen volume, sperm count, sperm motility, and abnormal sperm morphology, have been reported widely (13). Since T2D-related male infertility is such a serious issue, much effort has been directed to overcome it. The hydroalcoholic extract of Rhus coriaria seeds, resveratrol, metformin, and chitosan-stabilized selenium nanoparticle combination, adiponectin, nesfatin-1, and testosterone have been used in the treatment of T2D-impaired semen quality and related male infertility (16–22). Recently, our group and others have found that gut dysbiosis disrupts spermatogenesis to decrease semen quality and/or male fertility (23–26). Moreover, gut microbiota transplantation (FMT) has been shown to be an effective approach for improving semen quality (23, 24). However, it is not understood whether gut microbiota could effectively ameliorate semen quality in T2D subjects. The current study aimed to explore the beneficial improvement of alginate oligosaccharide (AOS)-modified gut microbiota on semen quality in T2D since it has been found to be effective in ameliorating semen quality in busulfan-treated subjects (23, 24).

## RESULTS

### A10-FMT reduced blood glucose, increased sperm concentration and sperm motility, and improved gut microbiota in T2D.

Three-week-old male mice were fed with a high-fat diet (HFD) for 2 weeks, after which one dose of streptozotocin (STZ; 85 mg/kg body weight) was injected intraperitoneally (i.p.). After 3 days, blood glucose (21.2 ± 2.2 mmol/L [mM]) was significantly higher in the HFD plus STZ (HS) group than in the control (Con) group (8.7 ± 1.1 mM), which indicated that a T2D model has been successfully established (blood glucose > 11.1 mM) (27, 28). Then, mice in the HS group were divided into three groups, (i) the HS group (STZ+HFD), (ii) the A10-FMT group (HFD+STZ with fecal microbiota transplantation [FMT] from AOS-improved gut microbiota), and (iii) Con-FMT group (HFD+STZ plus FMT from control animal gut microbiota) (see Fig. 1a for study scheme and see Materials and Methods for details). After another 5 weeks, the body weight and blood insulin levels were lower in the HS, A10-FMT, and Con-FMT groups than that in the Con group (see Fig. S1a and b in the supplemental material). Blood glucose was significantly higher in the HS group than that in the Con group; however, it was significantly reduced by A10-FMT, but not by Con-FMT (Fig. 1b), which indicated that A10-FMT treatment improved T2D status. At the same time, blood glycogen was decreased by both A10-FMT and Con-FMT (Fig. 1c). Sperm concentration and motility were significantly diminished in T2D subjects (HS group), while A10-FMT (not Con-FMT) significantly increased sperm motility and concentration (Fig. 1d and e).

**FIG 1:**
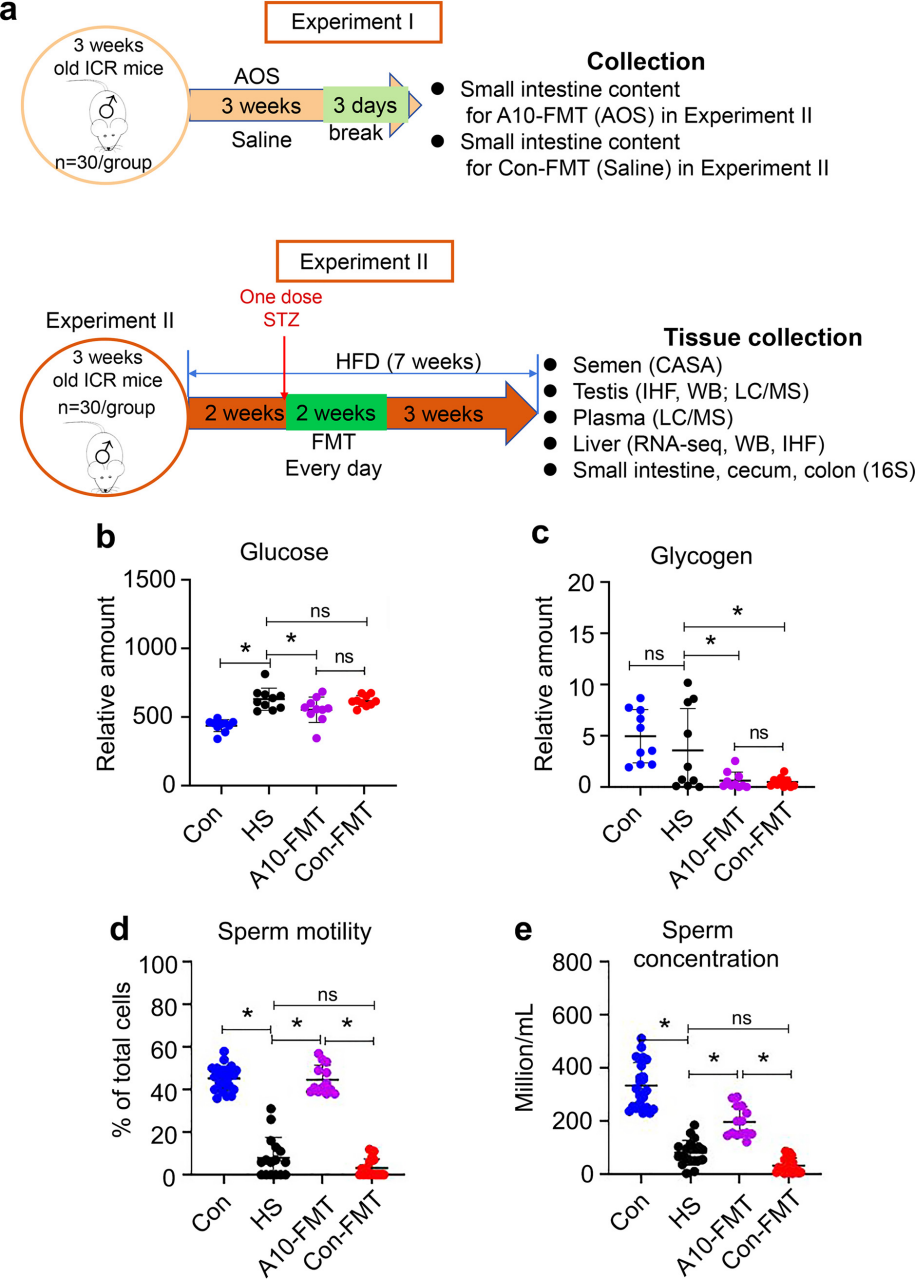
A10-FMT decreased blood glucose and improved semen quality. (a) Study scheme. (b) Blood glucose levels determined by LC/MS. The *y* axis represents the relative concentration. The *x* axis represents the treatment. (c) Blood glycogen levels determined by LC/MS. The *y* axis represents the relative amount. The *x* axis represents the treatment. (d) Sperm motility. The *y* axis represents the percentage of cells. The *x* axis represents the treatment. (e) Sperm concentration. The *y* axis represents sperm concentration. The *x* axis represents the treatment. *n* = 30/group, *, *P < *0.05; ns, not significant.

Gut microbiota has been reported to be disturbed in T2D patients and animal models (6, 9). Small intestine, cecum, and colon content microbiota were determined in the current investigation (Fig. 2; Fig. S1c to n; Fig. S2). In the small intestine, *Allobaculum* was increased in the A10-FMT group compared to Con and HS groups (Fig. 2a to d), while *Desulfovibrio* was decreased in the HS, A10-FMT, and Con-FMT groups compared to Con (Fig. 2a to d). In the cecum, *Bacteroides* were increased in the A10-FMT and Con-FMT groups compared to Con or HS (Fig. S2a to d), while both *Coprococcus* and *Flexispira* were decreased in the HS, A10-FMT, and Con-FMT groups compared to Con (Fig. S2a to d); however, *Helicobacter* was increased in the HS group compared to Con, while it was decreased in the A10-FMT and Con-FMT groups (Fig. S2a to d). On the other hand, *Lactobacillus* was decreased in the HS, while it was increased in the A10-FMT and Con-FMT groups (Fig. S2a to d), although not significantly. In the colon, *Bacteroides* and *Helicobacter* were altered in the same trend as in the cecum (Fig. S2e to h).

**FIG 2:**
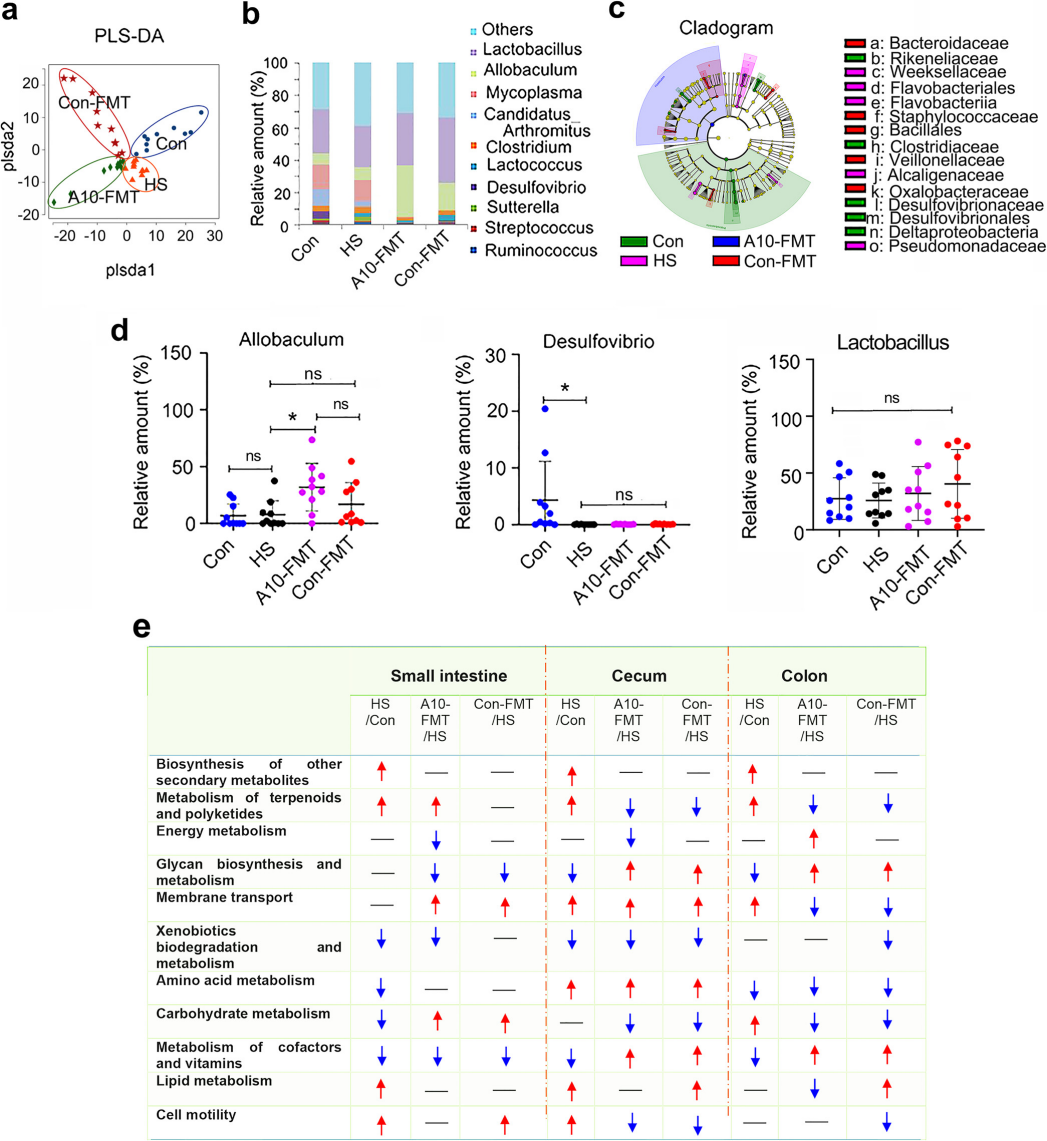
A10-FMT improved small intestinal microbiota in type 2 diabetes. (a) PLS-DA (OTU) of small intestine microbiota in HS, A10-FMT, and Con-FMT groups. (b) Small intestine microbiota levels at the genus level in HS, A10-FMT, and Con-FMT groups. The *y* axis represents the relative amount (%). The *x* axis represents the treatments. Different colors represent different microbiota. (c) Cladogram of the linear discriminate analysis effect size (LEfSe) determining the difference in abundance of small intestine microbiota. (d) *Allobaculum, Desulfovibrio*, and *Lactobacillus* in the small intestine. The *y* axis represents the relative amount at the genus level. The *x* axis represents the treatment. *, *P* < 0.05. (e) Summary of signaling pathways of changed microbiota genes by Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis. Red arrow indicates increased microbiota genes in each comparison. Blue arrow indicates decreased microbiota genes in each comparison. *n* = 10/group, ns, not significant.

The function of changed gut microbe genes was enriched by Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis, and eight major signaling pathways were disturbed by HS, while they were reversed in the A10-FMT and/or Con-FMT groups in the small intestine, cecum, and/or colon (Fig. 2e). Interestingly, the energy metabolism pathway was increased in the colon, while it was decreased in the small intestine and cecum in the A10-FMT group specifically, and the lipid metabolism pathway was decreased in the A10-FMT group, while it was increased in the Con-FMT group in the colon (Fig. 2e). However, the glycan biosynthesis and metabolism and metabolism of cofactor and vitamins pathways were decreased in the HS group, while they were increased in both the A10-FMT and Con-FMT groups in the cecum and colon (Fig. 2e). The membrane transport pathway was increased by HS, while it was decreased in both the A10-FMT and Con-FMT groups in the colon (Fig. 2e), and the cell motility pathway was increased by HS, while it was decreased in both the A10-FMT and Con-FMT groups in the cecum (Fig. 2f). Moreover, the carbohydrate metabolism pathway was decreased by HS, while it was increased in the A10-FMT and Con-FMT groups in the small intestine. On the other hand, the carbohydrate metabolism pathway was increased by HS, while it was decreased in the A10-FMT and Con-FMT groups in the colon (Fig. 2e). In total, the data indicated that A10-FMT and Con-FMT may differentially modulate gut microbiota and microbial function to regulate blood metabolites and other functions such as spermatogenesis in type 2 diabetes.

### A10-FMT ameliorated blood metabolome and liver functions in T2D.

T2D is a metabolic disease. Gut microbiota regulates the blood metabolome, which was confirmed in the current study by liquid chromatography-mass spectrometry (LC-MS) (Fig. S3; Data Set S1). Compared to the Con group, blood triglyceride (TG) was increased in the HS group, which was decreased in the A10-FMT group; however, the data were not significant. Cholesterol was higher in the HS group, while it was decreased in the A10-FMT group (Fig. 3a and b). At the same time, blood lipid molecules were increased in the HS group; however, they were reduced by A10-FMT and/or Con-FMT (Fig. 3c and d), which is consistent with gut microbiota data. Bile acids play vital roles in lipid and other metabolism in the intestine and liver (25). The most common bile acids were increased in the HS and Con-FMT groups, while they were decreased in the A10-FMT group (Fig. 3e to g). It is very interesting to note that butyric acids and derivatives were decreased in the HS group, while they were increased in the A10-FMT group (Fig. 3h to j). The blood *n*-3 polyunsaturated fatty acids (PUFA) and eicosapentaenoic acid (EPA) were lower in the HS group, while they increased in the A10-FMT group (Fig. 3k). Similarly, blood retinoic acid was in a decreasing trend in the HS group, while it was in an increasing trend in the A10-FMT group; however, the data were not significant (Fig. 3l). It should be noted that in some cases, the data were not significant between the Con and HS groups (Fig. 3j to l), which suggests that the changes observed may not be representative for T2D. The correlation analysis of blood metabolites and sperm concentration/motility showed that blood glucose and cholesterol were negatively correlated with sperm concentration and sperm motility, while EPA and butyric acid were positively correlated with sperm concentration and motility (Fig. 3m), which suggests that the blood metabolome and semen quality parameters are correlated.

**FIG 3:**
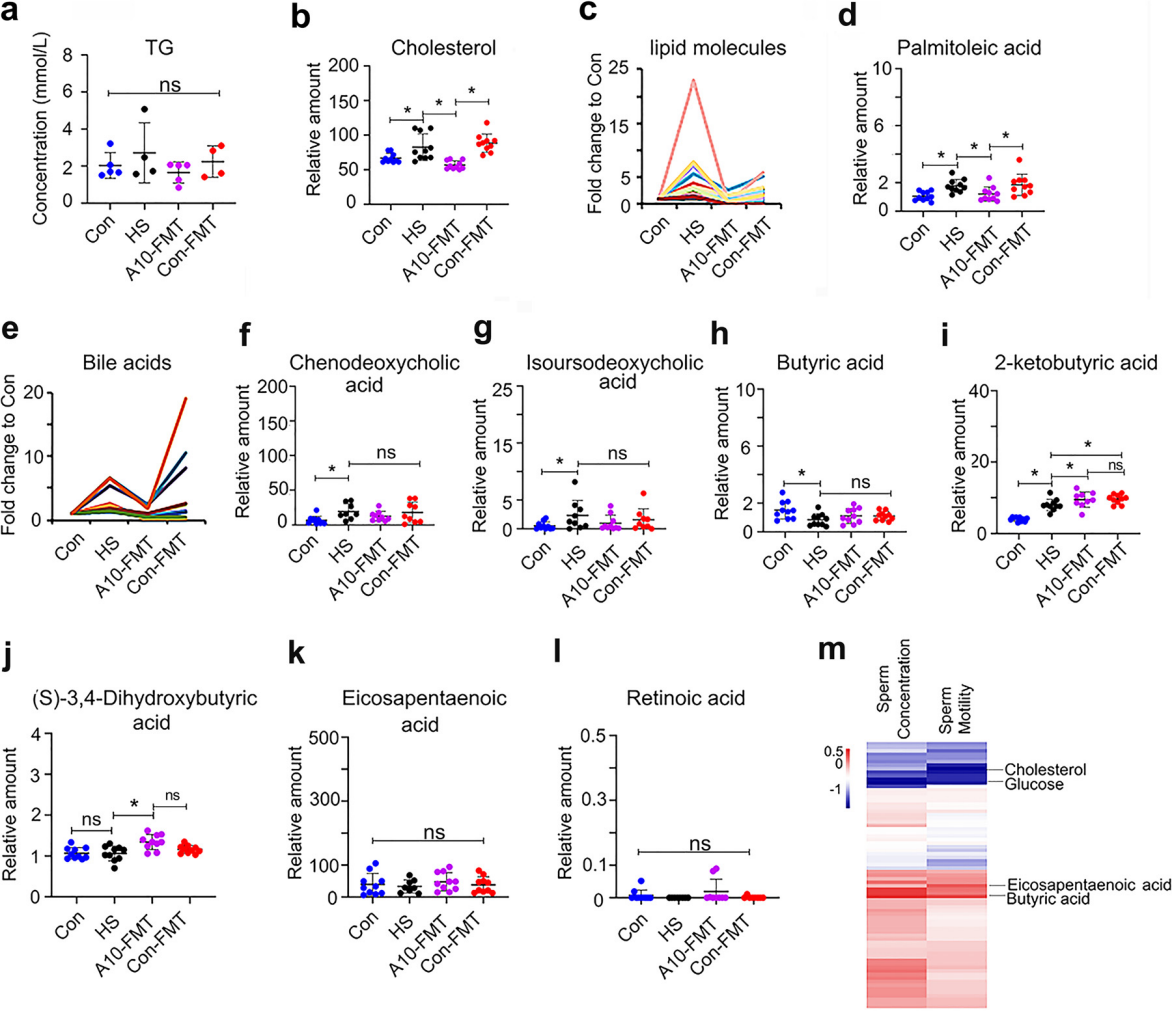
A10-FMT improved blood metabolism (blood TG was determined by the specific kit, while others were quantified by LC/MS). (a) Blood TG levels in different treatments. The *y* axis represents the concentration (mmol/L). The *x* axis represents the treatment. (b) Blood cholesterol levels in different treatments. (c) Blood lipid molecules levels in different treatments. The *y* axis represents the fold change to Con. The *x* axis represents the treatment. (d) Blood palmitoleic acid levels in different treatments. (e) Blood bile acid levels in different treatments. The *y* axis represents the fold change to Con. The *x* axis represents the treatment. (f) Blood chenodeoxycholic acid levels in different treatments. (g) Blood isoursodeoxycholic acid levels in different treatments. (h) Blood butyric acid levels in different treatments. (i) Blood ketobutyric acid levels in different treatments. (j) Blood (S)-3,4-dihydroxybutyric acid levels in different treatments. (k) Blood eicosapentaenoic acid (EPA) levels in different treatments. (l) Blood retinoic acid levels in different treatments. (m) Correlation of blood metabolites and sperm motility and sperm concentration. (The data from all groups for the blood metabolites and sperm motility and concentration were used to perform the correlation analysis). For panels b, d, and f to l, the *y* axis represents the relative amount, and the *x* axis represents the treatment, *, *P* < 0.05 for all (*n* = 10/group); ns, not significant.

The liver is the major metabolic organ that is responsible for most of the metabolites in the blood. Liver function may be disturbed by HFD and STZ treatment (HS), while A10-FMT reverses the damage, as shown by the histopathology of the liver samples in different groups (Fig. S4a). The transcriptome sequencing (RNA-seq) analysis of liver samples showed that HS disrupted gene expression in the liver, while it was recovered by A10-FMT and/or Con-FMT (Fig. S4b to d). 

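Liver RNA was sequenced in the Con, HS, A10-FMT and Con-FMT groups, with 3 libraries per group. Con mice received the regular diet and saline. HS mice received the high-fat diet from 3 weeks of age and, at 5 weeks, 85 mg/kg of STZ, a compound that is toxic to the insulin-producing cells of the pancreas. A10-FMT and Con-FMT mice received the same treatment and, from 5 to 7 weeks of age, fecal microbiota from donors given 10 mg/kg alginate oligosaccharide or from control donors. Livers were taken at 10 weeks of age. The authors enriched mRNA with oligo(dT) beads, mapped the reads to reference genes with SOAPaligner and deposited one value per gene and library as RPKM, the read number of a gene corrected for its length and for the reads of the library, rounded to 2 decimals. The table lists 19057 genes. RPKM summed over all genes lay between 692818 and 806937 per library, with a median of 760847 in Con, 721730 in HS, 803599 in A10-FMT and 729261 in Con-FMT. The steps between low values put the depth of the 12 libraries between 0.946 and 1.05 of the mean of all libraries deposited, but the number of reads is unknown, so no counting error is attached to single values and the precision rests on the 3 libraries of each group. Differences between groups were tested with limma on log2(RPKM + 1), with 1 mean per group and a variance trend with expression, for the 10159 genes with a mean of at least 1 RPKM over the 12 libraries. All tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were called.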

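In HS compared with Con, 996 genes were called, 890 higher and 106 lower in HS. At an unadjusted p under 0.05 there were 3108 genes. The 3 HS libraries did not overlap the 3 Con libraries for 3731 genes, or 36.7% of those tested. Chance gives 10% if the 3 libraries of each group are independent and whole libraries are not shifted. The median log2 change of all tested genes was 0.14, so that most genes moved slightly upward in HS on the deposited scale. When each library was scaled to the same median, 497 genes were called, 242 higher and 255 lower, and with quantile normalization 493 genes were called, 277 higher and 216 lower. Of the 996 genes, 339 were called in the same direction after median scaling. The number of called genes moved most under the paper's own threshold, an adjusted p of at most 0.001 and an absolute log2 change of at least 1, which left 12 genes. The value of Con replicate 3 lay between those of the other 2 Con libraries for 97.7% of the 614 genes that differed between them. If it was made from their RNA mixed, Con holds fewer than 3 independent animals. Chance would then give more than 10% without overlap, and the SDs of Con and the p-values of HS compared with Con would be too small.
Among the genes with the smallest adjusted p, Cplane1 (chromosome 15 of GRCm38, 8169106 to 8271158) rose from 0.573 ± 0.025 RPKM (SD, n = 3) in Con to 10.5 ± 2.01 RPKM (SD, n = 3) in HS, a log2 change of 2.86 (standard error 0.21, adjusted p = 9.43e-05 from limma). Pck1, which encodes an enzyme of gluconeogenesis, rose from 311 ± 28.6 to 1023 ± 73.7 RPKM, a log2 change of 1.72 (standard error 0.13, adjusted p = 9.43e-05). Slc25a22, a mitochondrial glutamate carrier, rose from 38.7 ± 1.54 to 108 ± 4.13 RPKM, a log2 change of 1.45 (standard error 0.11, adjusted p = 9.43e-05). Ppard, which encodes the receptor PPAR delta, was lower in HS, at 3.47 ± 1.58 RPKM against 17.6 ± 1.45 in Con, a log2 change of -2.11 (standard error 0.20, adjusted p = 4.61e-04). Raet1d, which belongs to a family of similar genes whose reads the mapping could have split, had a log2 change of -3.03 (standard error 0.34, adjusted p = 0.00132). Slc44a1, a choline transporter, had a log2 change of -0.92 (standard error 0.10, adjusted p = 0.00145). These 6 genes were chosen among called genes whose HS and Con libraries did not overlap, a choice that fixes the p of the exact two-sided permutation test at 0.1, the smallest that 3 libraries against 3 allow.

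**Figure D1:**
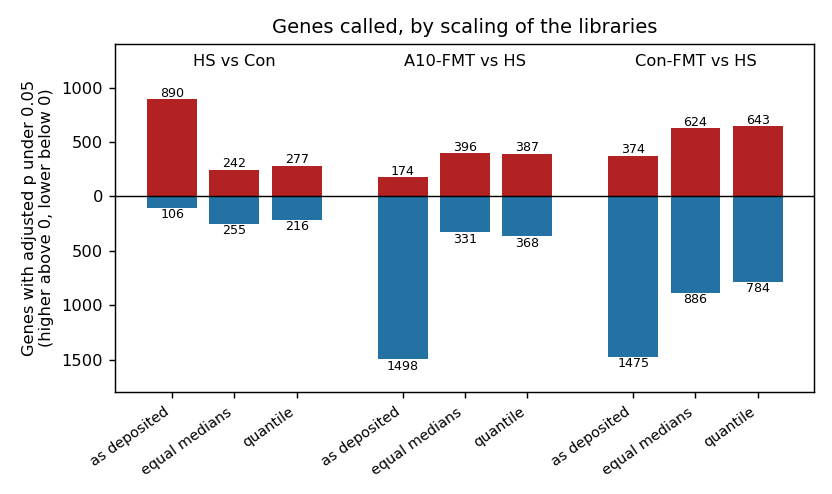
Number of genes called higher and lower (adjusted p under 0.05) in HS compared with Con, A10-FMT compared with HS and Con-FMT compared with HS, with the values as deposited, after median scaling and after quantile normalization. In HS compared with Con, 890 genes were higher with the values as deposited and 242 after median scaling.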

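In A10-FMT compared with HS, 1672 genes were called, 174 higher and 1498 lower in A10-FMT, and in Con-FMT compared with HS, 1849 genes were called, 374 higher and 1475 lower. The median log2 change of all genes was -0.16 in A10-FMT and -0.11 in Con-FMT. After median scaling the calls were 396 higher and 331 lower in A10-FMT, and 624 higher and 886 lower in Con-FMT. Of the genes called in HS compared with Con, 377 (37.9%) were called in the opposite direction in A10-FMT and 11 in the same direction. In Con-FMT, 262 (26.3%) were called in the opposite direction and 53 in the same direction, and 173 genes were called back in both. When the recipients were compared with Con instead, 273 of the 996 genes were still called in the HS direction in A10-FMT and 426 in Con-FMT. Called back in A10-FMT were 361 of the genes higher in HS and 16 of those lower in HS, and in Con-FMT 248 and 14. After median scaling, 94 genes were called back in A10-FMT (56 higher and 38 lower in HS) and 89 in Con-FMT (65 and 24), and under the paper's threshold the number was 0 in each.
Because the HS libraries enter both comparisons, noise in them alone would make changes look reversed. Each HS library was therefore left out in turn, genes were called without it, and the mean of A10-FMT or Con-FMT was compared with the library left out. On average 74.5% of the called genes lay on the Con side in A10-FMT (81.2%, 78.0% and 64.4% for HS replicates 1, 2 and 3) and 63.7% in Con-FMT (61.2%, 70.1% and 59.8%). Genes higher in HS made up 84.2% to 89.9% of these genes. Of the genes lower in HS, 65.7%, 53.4% and 45.2% lay on the Con side in A10-FMT and 50.0%, 36.2% and 29.0% in Con-FMT. The share expected without an effect is 50%. The shift of all genes raised this level. It was recomputed from the shares of all tested genes below and above the library left out. These shares were weighted by the directions of the called genes. The level was then 66.7% to 68.5% in A10-FMT and 60.8% to 64.2% in Con-FMT. With HS replicate 3 left out, the called genes lay under it in both groups (64.4% against 66.7% in A10-FMT, 59.8% against 63.1% in Con-FMT). With HS replicate 1 left out, Con-FMT hardly exceeded it (61.2% against 60.8%). After median scaling the average was 65.9% in A10-FMT (76.8%, 68.4% and 52.5%) and 56.1% in Con-FMT (61.4%, 59.4% and 47.5%), and of the genes lower in HS 74.1%, 68.1% and 53.9% lay on the Con side in A10-FMT and 50.0%, 46.2% and 37.9% in Con-FMT.
The genes higher in A10-FMT with the smallest adjusted p were Dbp, Ciart and Usp2, all of which belong to the circadian clock. The paper's text does not state the time of day at which livers were collected. The counts of called genes and of genes called back may therefore include genes that follow it. Dbp was at 1.73 ± 0.53 RPKM (SD, n = 3) in HS, 77.9 ± 26.0 in A10-FMT and 53.4 ± 1.86 in Con-FMT, with log2 changes of 4.81 (adjusted p = 1.26e-06 from limma) and 4.34 (adjusted p = 3.94e-06). Ciart rose by 3.35 in A10-FMT and 3.21 in Con-FMT on the log2 scale, and Usp2 by 2.58 in A10-FMT. The genes lower in A10-FMT with the smallest adjusted p were St3gal1 (log2 change -1.33, adjusted p = 8.78e-04), Pnp (-0.96, adjusted p = 8.78e-04), which has a close paralog, and Cdkn1a (-2.69, adjusted p = 9.43e-04). In Con-FMT, Ptp4a1 was higher (1.78, adjusted p = 1.76e-05), and Trim2 (-1.12, adjusted p = 1.41e-04), Zfp710 (-0.87, adjusted p = 2.07e-04) and Stx2 (-0.87, adjusted p = 2.18e-04) were lower. Con-FMT replicate 3 also carried pancreatic enzyme mRNAs, which made up 4.11% of its RPKM.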

Functional enrichment analysis found that liver lipid metabolism function was upset by HS (Fig. S4c). 

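The paper's enrichment used GO and KEGG. In their place, 7 lists of genes of lipid, bile acid and retinoid metabolism were tested against all other genes with camera from limma (inter-gene correlation 0.01), within 57 tests of 19 lists in 3 comparisons. Changes are given as the mean log2 change of a list minus that of all tested genes.
In HS compared with Con, 5 of the 7 lists had an adjusted p under 0.05, of which 2 were lower and 3 higher. When HS and Con libraries were mixed into other groups of 3, 1 to 5 of the 7 lists still passed. This check was chosen after the results had been seen. The number of lists past the threshold therefore does not set HS apart from Con, and the small p-values of camera overstate the evidence. Genes of cholesterol synthesis and uptake changed by -1.28 (23 of 24 genes lower, adjusted p = 1.35e-15), with the largest decreases in Sqle (log2 change -2.28, adjusted p = 0.137) and Fdps (-2.03, adjusted p = 0.146). Genes of fatty acid and triglyceride synthesis changed by -0.75 (16 of 22 lower, adjusted p = 1.99e-07). Among them Scd1 had a log2 change of -4.30 (adjusted p = 0.00637), from 744 ± 69.6 RPKM (SD, n = 3) in Con to 43.1 ± 28.3 in HS, Thrsp of -3.03 (adjusted p = 0.0211) and Acss2 of -1.81 (adjusted p = 0.0177).
Genes of mitochondrial fatty acid beta-oxidation changed by 0.42 (20 of 21 genes higher, adjusted p = 1.05e-04), with log2 changes of 1.15 in Cpt1a (adjusted p = 0.00637), 0.93 in Hadhb (adjusted p = 0.0118) and 0.80 in Eci2 (adjusted p = 0.0494). Genes of peroxisomal fatty acid beta-oxidation changed by 0.40 (20 of 21 higher, adjusted p = 4.93e-04), with log2 changes of 1.21 in Crot (adjusted p = 0.0292) and 1.13 in Slc27a2 (adjusted p = 0.00875). Targets of the receptor PPAR alpha changed by 1.15 (20 of 23 higher, adjusted p = 2.25e-04). The largest increases among them were in Cyp4a14 (log2 change 5.41, adjusted p = 0.0102) and Cyp4a10 (5.20, adjusted p = 0.00637), similar genes whose reads the mapping could have split. Genes of bile acid synthesis, conjugation and transport changed by 0.19 (adjusted p = 0.187, from 0.00742 with quantile normalization to 0.319 over all alternatives) and those of retinoid metabolism by -0.26 (adjusted p = 0.185, from 0.111 to 0.822). These directions were the same after median scaling and after quantile normalization. The sizes depended on the setting. The cholesterol list ranged from -1.75 to -0.48 over all alternatives, and fatty acid and triglyceride synthesis from -0.93 to -0.46. Mitochondrial beta-oxidation ranged from 0.25 to 0.56, peroxisomal beta-oxidation from 0.23 to 0.55 and PPAR alpha targets from 0.83 to 1.49. With fry, a rotation test of each list alone, the cholesterol list had an adjusted p of 0.240 and the fatty acid and triglyceride synthesis list one of 0.355.
By two-sided Fisher's exact tests with all tested genes as background, 6 of the 22 genes of fatty acid and triglyceride synthesis were among the 106 genes called lower in HS (odds ratio 37.5, adjusted p = 2.77e-06). Among the 890 genes called higher were 9 of 21 genes of mitochondrial beta-oxidation (odds ratio 7.88, adjusted p = 3.72e-04), 7 of 21 of peroxisomal beta-oxidation (odds ratio 5.24, adjusted p = 0.0114) and 11 of 23 PPAR alpha targets (odds ratio 9.65, adjusted p = 1.80e-05).

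**Figure D2:**
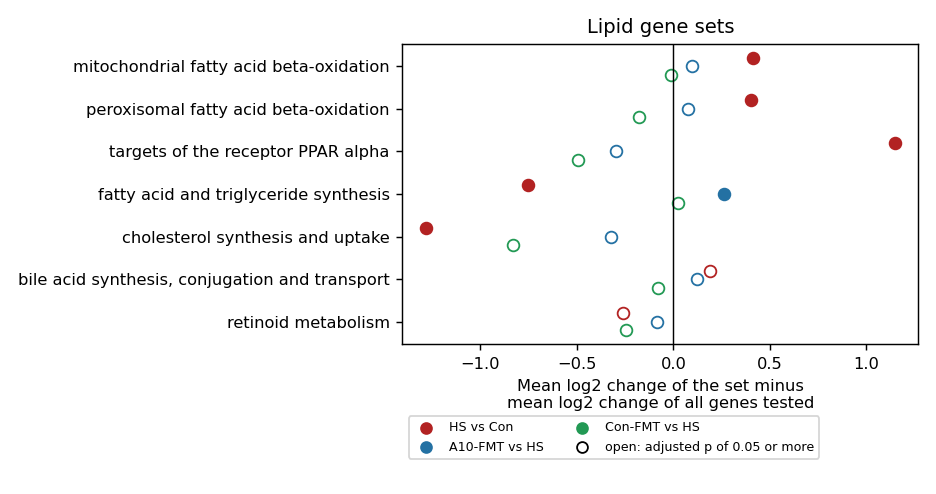
Mean log2 change of each list of genes relative to all tested genes in HS compared with Con, A10-FMT compared with HS and Con-FMT compared with HS, with filled symbols for an adjusted p under 0.05. In HS, the lists of cholesterol synthesis (-1.28) and fatty acid and triglyceride synthesis (-0.75) lie below 0 and those of mitochondrial (0.42) and peroxisomal (0.40) beta-oxidation above 0.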

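Nr1h3, Acaa1a, Acaa2 and Acox2 were measured in the 12 libraries. Nr1h3 (chromosome 2 of GRCm38, 91184061 to 91202834) encodes a nuclear receptor. Acaa1a (chromosome 9, 119339676 to 119350299) and Acaa2 (chromosome 18, 74779197 to 74806208) encode thiolases of peroxisomes and mitochondria, and Acox2 (chromosome 14, 8225511 to 8259353) encodes a peroxisomal acyl-CoA oxidase. Acaa1a has a close paralog, Acaa1b, and the mapping could have split reads between them.
Nr1h3 was at 40.0 ± 2.30 RPKM in Con, 47.1 ± 4.23 in HS, 40.7 ± 1.26 in A10-FMT and 42.6 ± 1.68 in Con-FMT (SD, n = 3 in each group). Acaa1a was at 79.6 ± 10.8, 105.6 ± 27.8, 133 ± 7.62 and 128.8 ± 6.50 RPKM in the same order. Acaa2 was at 392 ± 68.6, 467 ± 84.9, 527 ± 52.6 and 503 ± 46.5 RPKM, and Acox2 at 84.5 ± 13.6, 105.8 ± 16.5, 85.8 ± 6.40 and 96.8 ± 8.71 RPKM.
In HS compared with Con the log2 change was 0.23 in Nr1h3 (standard error 0.083, adjusted p = 0.0973 from limma), 0.38 in Acaa1a (0.16, adjusted p = 0.135), 0.25 in Acaa2 (0.16, adjusted p = 0.303) and 0.32 in Acox2 (0.14, adjusted p = 0.149). Adjusted over these 4 genes alone, the p-values lay between 0.0565 and 0.142. Exact two-sided permutation tests of the 3 HS against the 3 Con libraries gave p = 0.1 for Nr1h3, the smallest p possible, 0.2 for Acaa1a, 0.5 for Acaa2 and 0.2 for Acox2. Relative to the other genes, the changes were smaller: after median scaling they were 0.05 in Nr1h3, 0.20 in Acaa1a, 0.06 in Acaa2 and 0.14 in Acox2.
In A10-FMT compared with HS the log2 change was -0.20 in Nr1h3 (adjusted p = 0.116), 0.36 in Acaa1a (adjusted p = 0.131), 0.19 in Acaa2 (adjusted p = 0.416) and -0.29 in Acox2 (adjusted p = 0.167). In Con-FMT compared with HS it was -0.14 in Nr1h3 (adjusted p = 0.276), 0.31 in Acaa1a (adjusted p = 0.200), 0.12 in Acaa2 (adjusted p = 0.635) and -0.12 in Acox2 (adjusted p = 0.592). With all libraries in the fit, none of these genes had an adjusted p under 0.05 in any of the 3 comparisons.

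**Figure D3:**
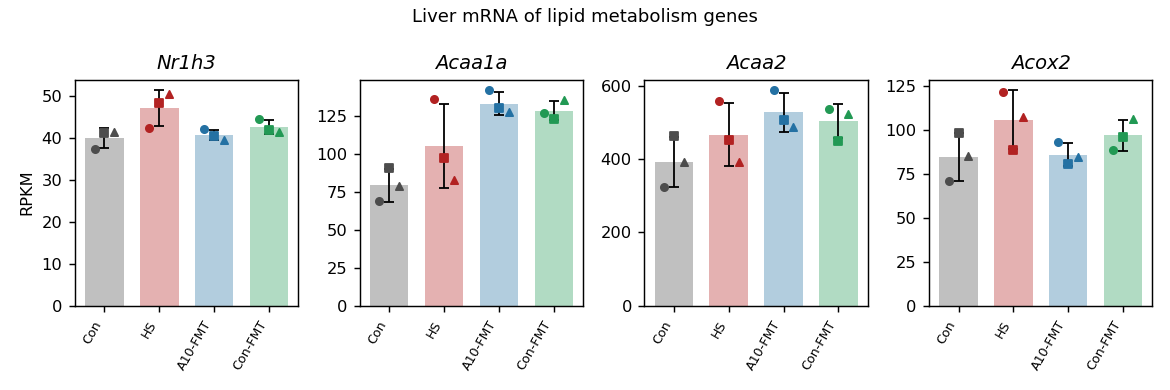
RPKM of Nr1h3, Acaa1a, Acaa2 and Acox2 in each liver library of Con, HS, A10-FMT and Con-FMT, with the mean and SD of each group. The HS mean lies above the Con mean in these genes.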

Expression of the lipid metabolism-related genes (such as *NR1H3*, *Acaa1a*, *Acaa2*, *Acox1*, *Acox2*, etc.) was decreased by HS, while it increased was by A10-FMT and/or Con-FMT (Fig. S4c). Nuclear receptor subfamily 1 group H member 3 (*NR1H3*), a key regulator of lipid homeostasis, has been found to be involved in lipid deposition in pig (29). The protein level of NR1H3 was increased in the HS group, while it was decreased in the A10-FMT group but not in the Con-FMT group (Fig. 4a and f). Blood bile acids were significantly higher in the HS and Con-FMT groups, which was consistent with the protein levels of the bile acid-produced enzyme CYP7A1 (Fig. 4b and f) and bile acid receptor NR1H4 (Fig. 4c and f), which were higher in the HS and Con-FMT groups, while they were reduced in the A10-FMT group. Retinoic acids play vital roles in lipid metabolism in the liver (29). The protein levels of retinoic synthesis protein DHRS9 and binding protein RBP4 were decreased by HS, while they were increased by A10-FMT (Fig. 4d, e, and g). All data together indicated that liver lipid metabolism function was disrupted by the HS group and recovered by A10-MFT, which matched the blood metabolism data. Moreover, HS caused apoptosis in liver cells, which further suggested HS damaged liver function, while it was recovered by A10-FMT (Fig. 4h and i). 

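The same lists of genes were tested in the recipients of fecal microbiota. In A10-FMT compared with HS, 1 of the 7 lists had an adjusted p under 0.05. Genes of fatty acid and triglyceride synthesis changed by 0.26 on the log2 scale relative to all tested genes (adjusted p = 0.00586), although only 8 of the 22 genes were higher in A10-FMT before this correction. Its adjusted p was 0.181 after median scaling, 0.285 after quantile normalization and 0.988 with fry, and over all alternatives it lay between 1.34e-04 and 0.988. Without HS replicate 1 the change was -0.024. The largest increases were in Thrsp (log2 change 3.93, adjusted p = 0.00534), Lpin1 (1.39, adjusted p = 0.0734) and Dgat2 (0.82, adjusted p = 0.00221). Of these, Lpin1 and Dgat2 had not been called lower in HS than in Con (log2 changes 0.49 and -0.07). Scd1 and Acss2, which were called lower in HS, did not rise in A10-FMT (-1.03, adjusted p = 0.308, and -0.17, adjusted p = 0.768). Thrsp, which encodes a protein that promotes fatty acid synthesis, was at 244 ± 79.3 RPKM in Con, 40.5 ± 30.6 in HS, 466 ± 206 in A10-FMT and 305.5 ± 49.7 in Con-FMT (SD, n = 3 in each group).
Genes of cholesterol synthesis and uptake did not rise in A10-FMT and changed by -0.32 (23 of 24 lower, adjusted p = 0.594). The changes were 0.10 for mitochondrial beta-oxidation (adjusted p = 0.0788), 0.08 for peroxisomal beta-oxidation (adjusted p = 0.0849), -0.30 for PPAR alpha targets (adjusted p = 0.412), 0.12 for bile acid genes (adjusted p = 0.0685) and -0.08 for retinoid genes (adjusted p = 0.297). Over all alternatives, among them fits with 1 library left out, the change ranged from -1.12 to 0.14 for the cholesterol list (adjusted p from 3.35e-07 to 0.963), from -0.042 to 0.27 for mitochondrial beta-oxidation (3.46e-05 to 0.966), from -0.070 to 0.25 for peroxisomal beta-oxidation (5.75e-04 to 0.845), from -0.64 to 0.023 for PPAR alpha targets (0.00514 to 0.835), from 0.076 to 0.17 for bile acid genes (0.0471 to 0.643) and from -0.15 to -0.049 for retinoid genes (0.214 to 0.944).
In Con-FMT compared with HS, none of the 7 lists had an adjusted p under 0.05. Genes of cholesterol synthesis and uptake changed by -0.83 (23 of 24 lower, adjusted p = 0.0849), which was 0.00850 after median scaling and lay between 6.55e-13 and 0.644 over all alternatives. Genes of fatty acid and triglyceride synthesis changed by 0.02 (adjusted p = 0.927). Over all alternatives, the smallest adjusted p was 0.00431 for PPAR alpha targets, 0.0142 for mitochondrial beta-oxidation and 0.0468 for retinoid genes. Compared directly by camera, 4 of the 7 lists were higher in A10-FMT than in Con-FMT at an adjusted p under 0.05: cholesterol synthesis and uptake by 0.51 (22 of 24 genes higher, adjusted p = 0.0223), fatty acid and triglyceride synthesis by 0.24 (18 of 22 higher, adjusted p = 0.0277), peroxisomal beta-oxidation by 0.25 (15 of 21 higher, adjusted p = 0.0344) and bile acid genes by 0.20 (13 of 19 higher, adjusted p = 0.0349). These 4 results were not rerun under the alternatives, and Con-FMT replicate 3 was kept in. For cholesterol synthesis and uptake, higher means a smaller fall. In both groups 23 of 24 genes were lower than in HS, with mean log2 changes of -0.48 in A10-FMT and -0.93 in Con-FMT before correction for all genes.
In over-representation tests, genes of fatty acid and triglyceride synthesis made up 3 of the 174 genes called higher in A10-FMT (odds ratio 9.20, adjusted p = 0.0401) and 4 of the 374 called higher in Con-FMT (odds ratio 5.86, adjusted p = 0.0495). The list did not go one way. By the same tests, 4 of its genes were called lower in A10-FMT (odds ratio 1.29, unadjusted p = 0.555) and 5 in Con-FMT (odds ratio 1.73, unadjusted p = 0.238).
The paper reads its data together as showing that lipid metabolism in the liver was disrupted in HS and recovered by A10-FMT, and states that this matched the blood metabolism data.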

At the same time, A10-FMT increased systemic antioxidant capability through the total antioxidant capability (T-AOC) of the blood and GPX1 in liver (Fig. 4h to j); however, the data were not significant between Con and HS (Fig. 4h to j), which suggests that the changes observed may not be representative for T2D.

**FIG 4:**
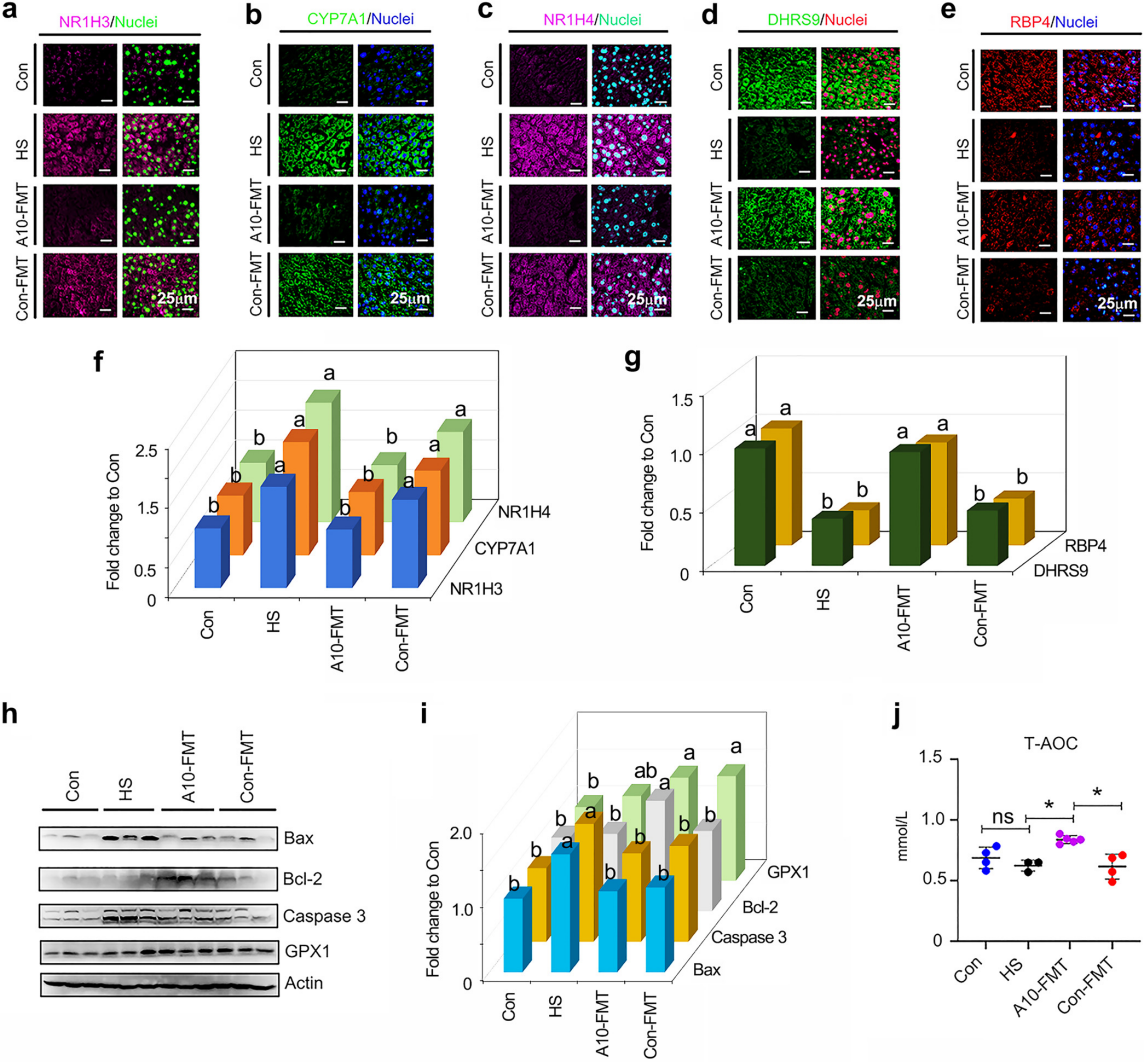
A10-FMT improved liver lipid metabolism and antioxidant capability. (a) Immunofluorescence (IHF) staining of NR1H3 in liver tissue. (b) IHF staining of CYP7A1 in liver tissue. (c) IHF staining of NR1H4 in liver tissue. (d) IHF staining of DHRS9 in liver tissue. (e) IHF staining of RBP4 in liver tissue. (f) Quantitative data for IHF staining of NR1H3, CYP7A1, and NR1H4 in liver tissue. (g) Quantitative data for IHF staining of DHRS9 and RBP4 in liver tissue. (h) Western blotting of Bax, Bcl-2, caspase 3, and GPX1 in the liver. (i) Quantitative data for Western blotting of Bax, Bcl-2, caspase 3, and GPX1 in the liver. (j) Blood total antioxidant capability (T-AOC) levels. The *y* axis represents the concentration (mmol/L). The *x* axis represents the treatments. *, *P < *0.05 (*n* ≥ 3/group). For panels f, g, and i, the *y* axis is the fold change to the Con group. The *x* axis represents the treatments. a and b, significance between different groups at *P* values of <0.05 for each protein (*n* ≥ 3/group), ns means not significant.

### A10-FMT improved the testicular metabolome and the testicular microenvironment.

Since A10-FMT improved liver function and the blood metabolome, next, we set out to explore the effects of A10-FMT on the testicular metabolome (Fig. 5; Fig. S5; Data Set S2). *n*-3 PUFAs such as docosahexaenoic acid (DHA) and EPA play vital roles in spermatogenesis (30, 31). It is interesting to note that A10-FMT, but not Con-FMT, increased DHA and EPA and their derivatives in the testes (Fig. 5a to f). Moreover, many other unsaturated acids were also increased by A10-FMT (Fig. 5g to i) in the testes. However, there is no significant difference between the Con and HS groups for some of the compounds (Fig. 5a, c, f, i, k, and n to p), which suggests that the changes observed may not be representative for T2D. Another group of altered metabolites in the testes was retinoids. There is an increasing trend for the retinoids by A10-FMT compared to HS (Fig. 5j to p). HS significantly decreased retinyl ester and retinal, while A10-FMT significantly increased them (Fig. 5i and m). It is known that retinoids are crucial for spermatogenesis (10, 11). Male steroid hormones, especially testosterone, play vital roles in spermatogenesis. HS treatment significantly decreased testosterone and epitestosterone, while A10-FMT led to a recovery (Fig. 6a and b). HS treatment significantly decreased androsterone, while it was in an increasing trend in A10-FMT (Fig. 6c), which, however, may not be relevant to T2D, given that the data were not significant between the Con and HS groups. The levels of hormone production proteins in the testes, which were decreased by HS, were increased by A10-FMT (Fig. 6d and e). At the same time, the changed testicular metabolites were well correlated with each other in different comparisons, including HS/Con, A10-FMT/HS, and Con-FMT/HS, respectively (Fig. S5g to i).

**FIG 5:**
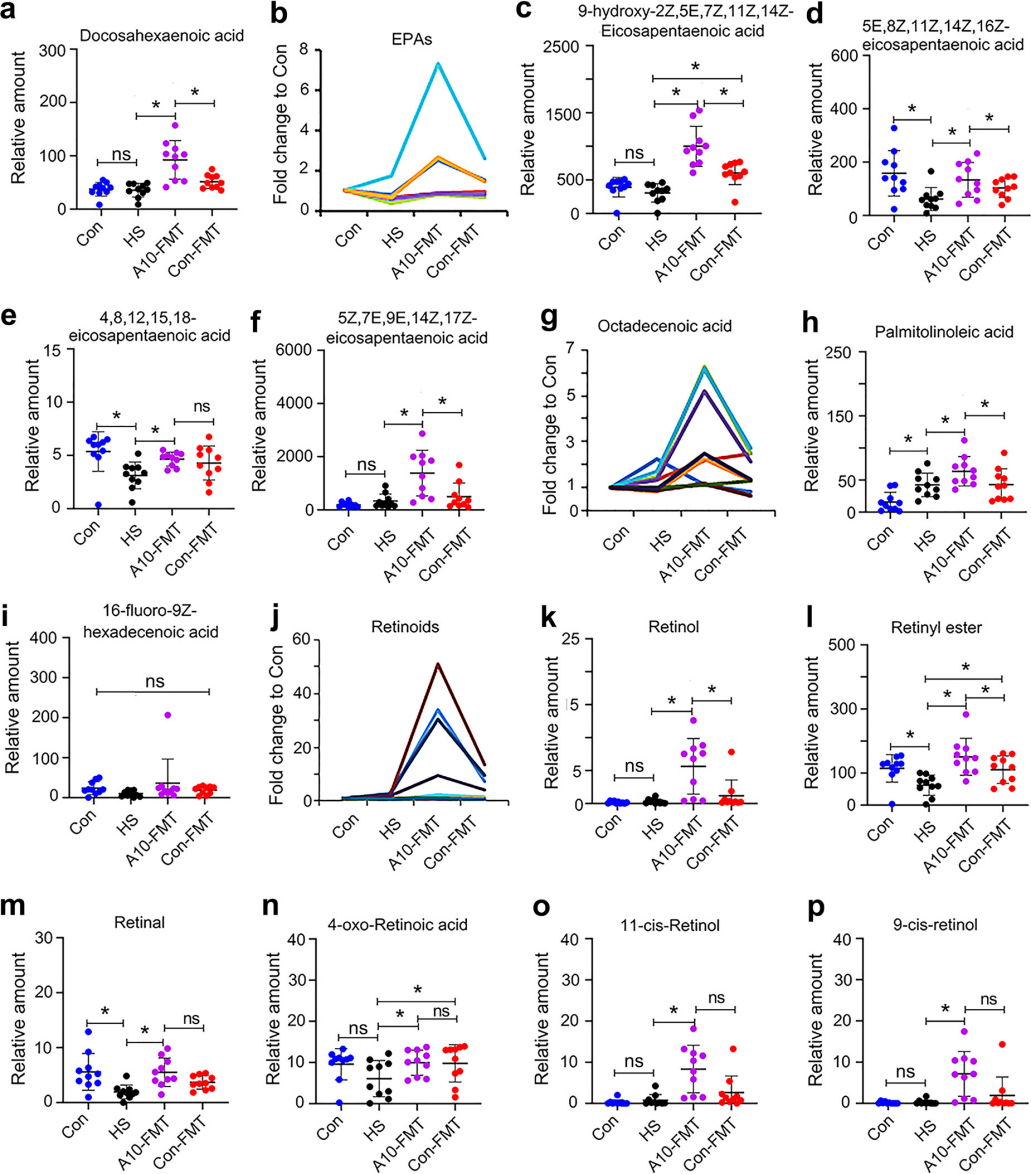
A10-FMT improved testicular metabolism (determined by LC/MS). (a) Testicular docosahexaenoic acid (DHA) levels in different treatments. (b) Testicular EPAs in different treatments. The *y* axis represents the fold change to Con. The *x* axis represents the treatment. (c) Testicular 9-hydroxy-2Z,5E,7Z,11Z,14Z-eicosapentaenoic acid levels in different treatments. (d) Testicular 5E,8Z,11Z,14Z,16Z-eicosapentaenoic acid levels in different treatments. (e) Testicular 4,8,12,15,18-eicosapentaenoic acid levels in different treatments. (f) Testicular 5Z,7E,9E,14Z,17Z-eicosapentaenoic acid levels in different treatments. (g) Testicular octadecenoic acid levels in different treatments. The *y* axis represents the fold changes to Con. The *x* axis represents the treatment. (h) Testicular palmitolinoleic acid levels in different treatments. (i) Testicular acid levels in different treatments. (j) Testicular retinoids levels in different treatments. The *y* axis represents the fold change to Con. The *x* axis represents the treatment. (k) Testicular retinol levels in different treatments. (l) Testicular retinyl ester levels in different treatments. (m) Testicular retinal levels in different treatments. (n) Testicular 4-oxo-retinoic acid levels in different treatments. (o) Testicular 11-*cis*-retinol levels in different treatments. (p) Testicular 9-*cis*-retinol levels in different treatments. For panels a, c to e, f, h, i, and k to p, the *y* axis represents the relative amount, and the *x* axis represents the treatment, *, *P* < 0.05 for all (*n* = 10/group); ns, not significant.

**FIG 6:**
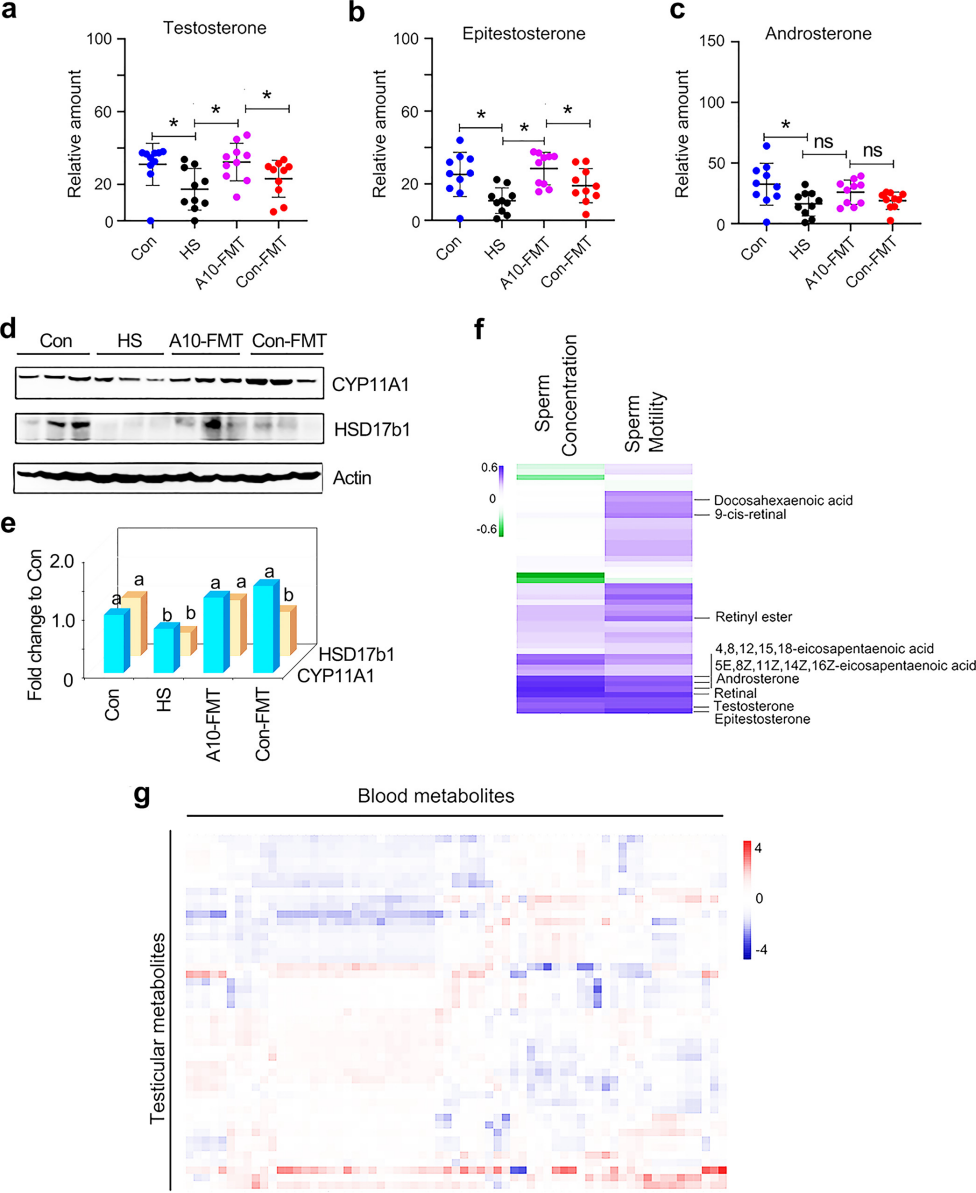
A10-FMT benefited testicular testosterone levels and synthesis to improve the testicular microenvironment. (a) Testicular testosterone levels in each treatment determined by LC/MS. (b) Testicular epitestosterone levels in each treatment determined by LC/MS. ns, not significant. (c) Testicular androsterone levels in each treatment determined by LC/MS. (d) Western blotting of testicular important proteins for steroid hormone production in each treatment. (e) Quantitative data for Western blotting of CYP11A1 and HSD17b1 in the testis. The *y* axis was the fold change to the Con group. The *x* axis represents the treatments. a and b, significant between different groups at *P* values of <0.05 for each protein (*n* ≥ 3/group). (f) Correlation of testicular metabolites and sperm concentration and sperm motility. (g) Correlation of testicular metabolites and blood metabolites. For panels a to c, the *y* axis represents the relative amount, and the *x* axis represents the treatment, *, *P* < 0.05 for all (*n* = 10/group); ns, not significant.

Furthermore, correlation analysis of testicular metabolites and sperm concentration and motility found that there was a good relationship between testicular metabolites and semen quality parameters (sperm concentration and motility [Fig. 6f]). DHA, EPA, and testosterone were positively correlated with sperm concentration and/or sperm motility (Fig. 6f). At the same time, there was a good relationship between blood metabolites and testicular metabolites (Fig. 6g), where some of the metabolites were positively correlated, while others were negatively correlated.

### A10-FMT ameliorated spermatogenesis to increase sperm concentration and motility.

The metabolome data in blood and testicular samples suggested that HS upset the systemic environment and testicular microenvironment to disrupt spermatogenesis and, in turn, reduce sperm concentration and motility; meanwhile, A10-FMT improved the systemic and testicular environment to recover spermatogenesis, sperm concentration, and motility. A10-FMT recovered spermatogenesis by increasing important spermatogenesis proteins such as VASA (germ cell marker), SYCP3 (meiosis marker), PGK2 (sperm motility and fertility protein), ODF1 (component of filamentous structure), PIWIL1 (germ line integrity), and TP1 (spermatid-specific protein) in testicular samples (Fig. 7a to f). However, there is no significant difference between the Con and HS groups for PIWIL1 and TP1; the SYCP3 data were not significant for the A10-FMT or Con-FMT groups compared to the HS group. The Sertoli cell marker, SOX9, was not changed in all the groups (Fig. 7g). The data indicate that A10-FMT improved spermatogenesis and thus increased sperm concentration and motility.

**FIG 7:**
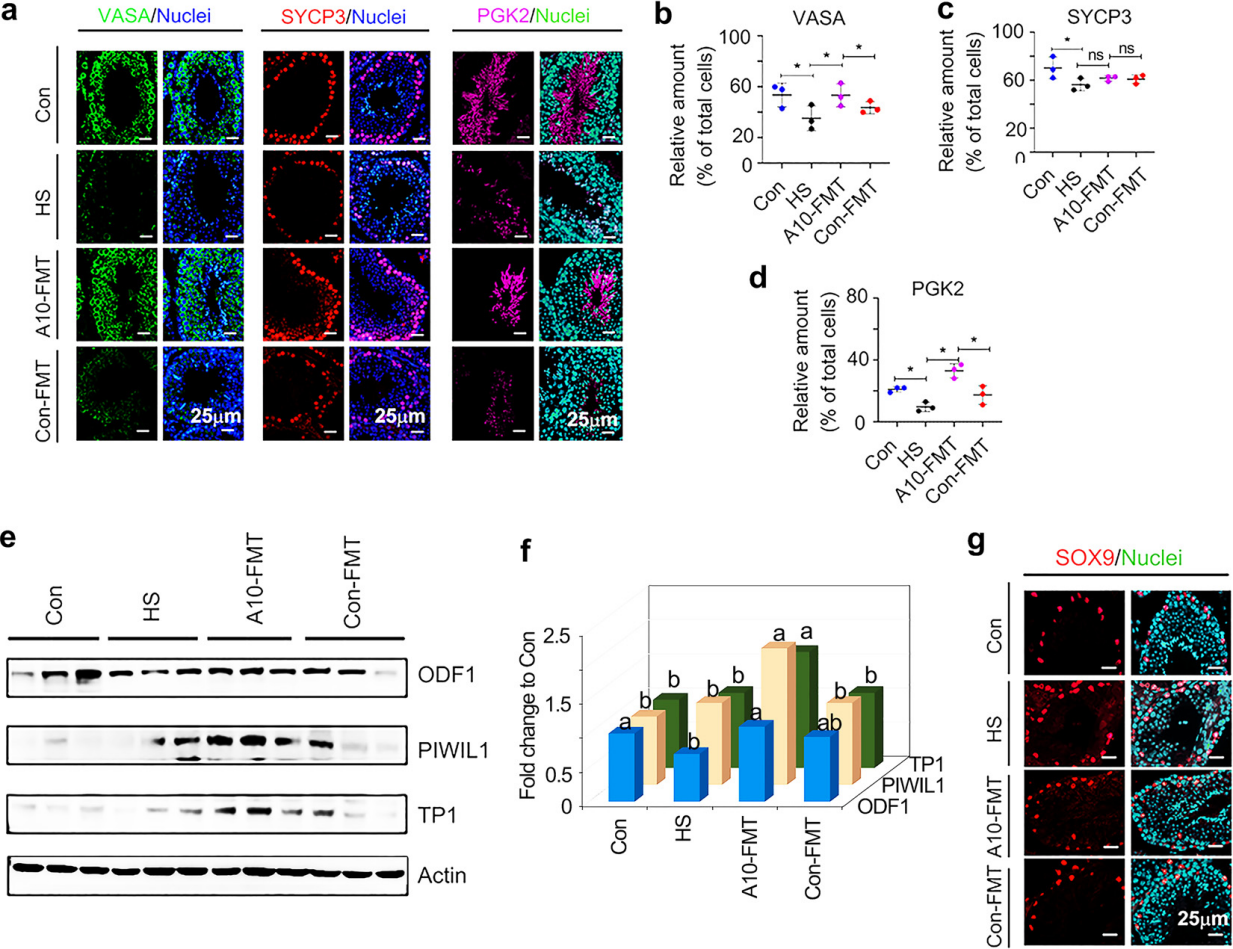
A10-FMT improved spermatogenesis. (a) IHF staining of testicular germ cell marker VASA, meiosis marker SYCP3, and sperm protein PGK2 in each treatment. Scale bar, 50 μm. (b) Quantitative data for VASA IHF staining. The *y* axis represents the percentage of total cell. The *x* axis represents the treatment. *, *P* < 0.05. (c) Quantitative data for SYCP3 IHF staining. The *y* axis represents the percentage of total cell. The *x* axis represents the treatment. *, *P* < 0.05. (d) Quantitative data for PGK2 IHF staining. The *y* axis represents the percentage of total cell. The *x* axis represents the treatment. *, *P* < 0.05. (e) Western blotting of the proteins of important genes for spermatogenesis in each treatment. (f) Quantitative data for Western blotting of ODF1, PIWIL1, and TP1 in the testis. The *y* axis was the fold change to Con group. The *x* axis represents the treatments. a and b, significant between different groups at *P* values of <0.05 for each protein (*n* ≥ 3/group). (g) IHF staining of Sertoli cell marker SOX9. For panels b to d, the *y* axis represents the percentage of total cell, and the *x* axis represents the treatment, *, *P* < 0.05 for all (*n* ≥ 3/group); ns, not significant.

## DISCUSSION

As more youths develop T2D, the risk of complications is high; therefore, many studies are focusing on this disease. It has been reported that T2D in youths is more frequently diagnosed at a lower age and body mass index in boys than girls (4). Furthermore, the mean age of T2D in youths is 13.5 years, which is around the initiation of puberty (1–5), a time when the male reproductive system begins rapid development. This may be the main reason for male infertility (diminished semen quality) in T2D during later reproductive age since hyperglycemia in T2D causes reproductive system dysfunction (13). In the current study, in order to mimic youth T2D patients, 3-week-old male mice were fed with HFD and injected with STZ to induce T2D, and during puberty (5 weeks of age), the mice developed T2D (32, 33). Sperm concentration and motility were decreased, while blood glucose was increased in T2D mice when adult (10 weeks of age), which is consistent with clinical findings (15). However, FMT from AOS-improved gut microbiota (A10-FMT) decreased blood glucose and increased sperm concentration and motility, while Con-FMT did not. The data suggest that AOS-improved gut microbiota contains beneficial microbes that can produce or help with the production of beneficial compounds to ameliorate the systemic environment and testicular microenvironment to improve spermatogenesis. In the current investigation, sperm motility and concentration were increased by A10-FMT compared to T2D (HS group); however, the pregnancy rate was not determined.

Gut microbiota plays a crucial role in T2D development (6–9). *Bacteroides* and *Bifidobacterium* are beneficial genera that are most frequently reported in studies of T2D (6). In the current study, we found that *Bacteroides* was increased by A10-FMT and Con-FMT in both the cecum and colon. Data suggest that FMT may be helpful in glucose metabolism, as it has been previously reported that *Bacteroides* beneficially supports glucose metabolism (6). Actually, blood glycogen was decreased by both A10-FMT and Con-FMT. *Helicobacter*, one of the gastric-pathogenic bacteria (34, 35), was increased in the cecum and colon in T2D mice, while it was reduced by A10-FMT and Con-FMT in the current investigation. Although *Lactobacillus* may be considered a beneficial bacterial in T2D, the data were not constant (6). *Lactobacillus* was decreased in T2D animals, while it was strongly increased by A10-FMT, although not significantly in the current investigation. Another interesting microbe, *Allobaculum*, an SCFA-producing microbe (35–39), was significantly increased by A10-FMT, while it was increased by Con-FMT (not significantly) compared to the HS group in the small intestine in the current study. At the same time, we found that the blood SCFA, butyric acid, and its derivatives were decreased in T2D and increased by A10-FMT (Con-FMT also increased them to some extent); moreover, blood butyric acid and sperm concentration and motility were positively correlated with each other. It is known that SCFA deficiency is associated with T2D, and dietary fiber can selectively promote gut bacteria to produce SCFAs to alleviate T2D (8). Our findings further confirmed that gut microbiota selectively promoted by dietary components may produce beneficial compounds to attenuate T2D and even improve sperm concentration and motility in T2D, as SCFAs act as signaling molecules in humans (8, 40, 41).

T2D is a metabolic disease (3–5). The gut microbiota is involved in metabolism to produce specific molecules in the blood to benefit systemic health (8), and metabolism plays a vital role in spermatogenesis (42). A10-FMT improved gut microbiota by increasing beneficial microbiota to then benefit blood metabolism. A10-FMT reduced blood TG, cholesterol, glucose, and glycogen, while it increased butyric acid and derivatives and EPA. Furthermore, blood glucose and cholesterol were negatively correlated with sperm concentration and motility, while EPA and butyric acid were positively correlated with sperm concentration and motility. Furthermore, A10-FMT improved T2D-impaired liver function to support systemic metabolism. The testicular microenvironment is important for spermatogenesis (42). A10-FMT improved the testicular microenvironment through the significant increase in testicular levels of DHA, EPA, and testosterone and its derivatives. *n*-3 PUFAs, especially DHA, are crucial for spermatogenesis and male reproductive functions (30, 31, 43). Moreover, testicular metabolites and blood metabolites were well correlated. All the data indicated that A10-FMT improved the systemic environment and testicular microenvironment to promote spermatogenesis to increase sperm concentration and motility. Indeed, it has previously been shown that A10-FMT improves spermatogenesis impaired by busulfan through amelioration of the important proteins in spermatogenesis (23, 24). Although many studies have tried different approaches to ameliorate semen quality in T2D subjects, it was previously unknown whether gut microbiota could improve spermatogenesis to increase semen quality in youths with T2D. For the first time, we established that AOS-improved gut microbiota ameliorated sperm concentration and motility and glucose status in youths with T2D.

In summary, this novel investigation in youthful mice with T2D demonstrated that A10-FMT ameliorated gut microbes *Lactobacillus* and *Allobaculum* to elevate blood butyric acid and EPA and testicular DHA, EPA, and steroid hormones such as testosterone to promote spermatogenesis, thus increasing sperm concentration and sperm motility. The findings from the current study shed new light on the mechanism of action of beneficial gut microbiota in youths with T2D who have potentially high risks of male infertility. Our findings strongly suggest the need to explore microbiota therapy (FMT) to reduce the elevated rates of male infertility in youths with T2D early in their disease course. Clinical studies in youths with T2D are warranted to elucidate the roles of beneficial microbiota in the improvement of semen quality and male fertility.

## MATERIALS AND METHODS

### Study design.

All animal procedures used in this study were approved by the Animal Care and Use Committee of the Institute of Animal Sciences of Chinese Academy of Agricultural Sciences (IAS2020-106). The male mice were used in the current study due to its focus on male reproductive health. The mice were maintained in specific-pathogen-free environment under a light/dark cycle of 12:12 h at a temperature of 23°C and humidity of 50% to 70%; they had free access to food (chow diet) and water (14).

**(i) Experiment I: mouse small intestine microbiota collection.** Three-week-old ICR male mice were dosed with double-distilled water (ddH_2_O) as the control or AOS per 10 mg/kg body weight (BW) via oral gavage (0.1 mL/mouse/day) (23, 24). The AOS dosing solution was freshly prepared every day and was delivered every morning for 3 weeks. There were two groups (30 mice/treatment), (i) control (ddH_2_O), and (ii) A10 (AOS per 10 mg/kg BW). After 3 weeks treatment, the animals were maintained on regular diet for 3 more days (no treatment). Then, the mice were humanely euthanized to collect small intestinal luminal content (microbiota).

**(ii) Experiment II: high-fat diet (HFD) and streptozotocin (STZ) treatment and microbiota transplantation (FMT).** The small intestine luminal content (microbiota) from each group was pooled and homogenized, diluted 1:1 in 20% sterile glycerol (saline), and frozen (23, 24, 44, 45). Before inoculation, fecal samples were diluted in sterile saline to a working concentration of 0.05 g/mL and filtered through a 70-μm cell strainer. STZ was from Sigma (catalog no. S0130). Three-week-old ICR male mice were used in the current investigation. There were four treatment groups (30 mice/treatment), including (i) Con (control; regular diet plus saline); (ii) HFD+STZ (HS) (HFD from 3 to 10 weeks of age; at 5 weeks old, one dose of STZ at 85 mg/kg body weight after preliminary screening) (32, 33); (iii) Con-FMT (HFD from 3 to 10 weeks of age; at 5 weeks old, one dose of STZ at 85 mg/kg body weight; gut microbiota transplantation [FMT] from control mice [experiment I] from 5 to 7 weeks of age); and (iv) A10-FMT (HFD from 3 to 10 weeks of age; at 5-week-old one dose of STZ at 85 mg/kg body weight; FMT from AOS 10-mg/kg dosed mice [experiment I] from 5 to 7 weeks of age). HFD started from 3 weeks old (continued until the end of the experiment), and one dose of STZ was injected i.p. at 5 weeks old (2 weeks after HFD feeding) (32, 33). Then, the mice received oral FMT inoculations (0.1 mL) once daily for 2 weeks (5 weeks of age to 7 weeks of age) (23, 24). Then, the mice were regularly maintained (on respective diets) for another 3 weeks (10 weeks of age). Then, the mice were humanely euthanized to collect samples for different analyses (Fig. 1a, study scheme).

### Evaluation of spermatozoa motility using a computer-assisted sperm analysis system.

Spermatozoa motility was assessed using a computer-assisted sperm assay (CASA) method according to World Health Organization guidelines (46). After euthanasia, spermatozoa were collected from the cauda epididymis of mice and suspended in Dulbecco’s modified Eagle medium (DMEM)-F-12 medium with 10% FBS and incubated at 37.5°C for 30 min; samples were then placed in a prewarmed counting chamber. The Microptic sperm class analyzer (CASA system) was used in this investigation. It was equipped with a 20-fold objective, a camera adaptor (Eclipse E200; Nikon, Japan), and a camera (acA780-75gc; Basler, Germany), and it was operated by an SCA sperm class analyzer (Microptic S.L.). The classification of sperm motility was as follows: grade A linear velocity, >22 μm s^−1^; grade B linear velocity, <22 μm s^−1^; curvilinear velocity, >5 μm s^−1^; grade C curvilinear velocity, <5 μm s^−1^; and grade D, immotile spermatozoa. The spermatozoa motility data represented only grade A and grade B since only these two grades are considered to be functional.

### Morphological observations of spermatozoa.

The extracted murine caudal epididymides were placed in RPMI medium and finely chopped, and then, eosin Y (1%) was added for staining as described previously (46). Spermatozoan abnormalities were then viewed using an optical microscope and were classified into head or tail morphological abnormalities, two heads, two tails, blunt hooks, and short tails. The examinations were repeated three times, and 500 spermatozoa per animal were scored.

### RNA isolation and RNA-seq analyses.

Briefly, total RNA was isolated using TRIzol reagent (Invitrogen) and purified using a PureLink RNA minikit (catalog no. 12183018A; Life Technologies) following the manufacturers’ protocol (46). Total RNA samples were first treated with DNase I to degrade any possible DNA contamination. Then, the mRNA was enriched using oligo(dT) magnetic beads. Mixed with the fragmentation buffer, the mRNA was broken into short fragments (about 200 bp), after which the first strand of cDNA was synthesized using a random-hexamer primer. Buffer, deoxynucleoside triphosphate (dNTP), RNase H, and DNA polymerase I were added to synthesize the second strand. The double-stranded cDNA was purified with magnetic beads. Subsequently, 3′-end single-nucleotide adenine (A) addition was performed. Finally, sequencing adaptors were ligated to the fragments. The fragments were enriched by PCR amplification. During the quality control (QC) step, an Agilent 2100 bioanalyzer and ABI StepOnePlus real-time PCR system were used to qualify and quantify the sample library. The library products were prepared for sequencing in an Illumina HiSeq 2500 system. The reads were mapped to reference genes using SOAPaligner (v.2.20) with a maximum of two nucleotide mismatches allowed at the parameters of -m 0 -x 1000 -s 40 -l 35 -v 3 -r 2. The read number of each gene was transformed into reads per kilobases per million reads (RPKMs), and then differentially expressed genes were identified using the DEGseq package and the MA plot-based method with random sampling model (MARS) method. The threshold was set as false-discovery rate (FDR) of ≤0.001 and an absolute value of log_2_ ratio ≥1 to judge the significance of the difference in gene expression. Then, the data were analyzed by gene ontology (GO) and KEGG enrichment.

### Sequencing of microbiota from intestine digesta samples and data analysis.

**(i) DNA extraction.** Total genomic DNA of small intestine, cecum, and colon digesta was isolated using an E.Z.N.A. stool DNA kit (Omega Bio-tek, Inc., USA) following the manufacturer’s instructions. DNA quantity and quality were analyzed using NanoDrop 2000 (Thermo Scientific, USA) and 1% agarose gel. Ten samples per group were determined.

**(ii) Library preparation and sequencing.** The V3-V4 region of the 16S rRNA gene was amplified using the primers MPRK341F (5′-ACTCCTACGGGAGGCAGCAG-3′) and MPRK806R (5′-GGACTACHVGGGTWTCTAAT-3′) with barcoding. The PCRs (total, 30 μL) included 15 μL Phusion high-fidelity PCR master mix (New England Biolabs), 0.2 mM primers, and 10 ng DNA. The thermal cycle was carried out with an initial denaturation at 98°C, followed by 30 cycles of 98°C for 10 s, 50°C for 30 s, 72°C for 30 s, and a final extension at 72°C for 5 min. PCR products were purified using a GeneJet gel extraction kit (Thermo Scientific, USA). The sequencing libraries were constructed with NEBNext Ultra DNA library prep kit for Illumina (NEB, USA) following the manufacturer’s instructions, and index codes were added. Then, the library was sequenced on the Illumina HiSeq 2500 platform, and 300-bp paired-end reads were generated at the Novo gene. The paired-end reads were merged using FLASH (v.1.2.71). The quality of the tags was controlled in QIIME (v.1.7.02); meanwhile, all chimeras were removed. The “core set” of the Greengenes database was used for classification, and sequences with >97% similarity were assigned to the same operational taxonomic units (OTUs).

**(iii) Analysis of sequencing data.** Operational taxonomic unit abundance information was normalized using a standard sequence number corresponding to the sample with the least sequences. The alpha diversity index was calculated with QIIME (v.1.7.0). The UniFrac distance was obtained using QIIME (b1.7.0), and principal-coordinate analysis (PCoA) was performed using R software (v.2.15.3). The linear discriminate analysis effect size (LEfSe) was performed to determine differences in abundance; the threshold LDA score was 4.0. GraphPad Prism7 software was used to produce the graphs.

### Plasma and testis metabolite measurements by LC-MS/MS.

Plasma samples were collected and immediately stored at −80°C. Before LC-MS/MS analysis, the samples were thawed on ice and processed to remove proteins. Testis samples were collected, and the same amount of tissue from each mouse testis was used to isolate the metabolites using CH_3_OH to H_2_O (vol/vol) ratio of 4:1. Then samples were detected by Acquity UPLC and AB Sciex TripleTOF 5600 (LC/MS) as reported previously (23, 46). Ten samples per group were analyzed for plasma or testis samples. The HPLC conditions employed an Acquity UPLC ethylene-bridged hybrid (BEH) C_18_ column (100 mm by 2.1 mm, 1.7 μm), solvent A (aqueous solution with 0.1% [vol/vol] formic acid), and solvent B (acetonitrile with 0.1% [vol/vol] formic acid) with a gradient program. The flow rate was 0.4 mL/min, and the injection volume was 5 μL. Progenesis QI v.2.3 (Nonlinear Dynamics, Newcastle, UK) was implemented to normalize the peaks. Then, the Human Metabolome Database (HMDB), LIPID MAPs (v.2.3), and METLIN software were used to qualify the data. Moreover, the data were processed with SIMCA software (v.14.0; Umetrics, Umeå, Sweden) following pathway enrichment analysis using the KEGG database (https://www.genome.jp/kegg/pathway.html).

### Determination of blood insulin, ALT, AST, TG, and T-AOC.

Blood insulin was determined by the kit from Beijing Solarbio Science & Technology Co., Ltd. (Beijing, People’s Republic of China; catalog no. SEKM0141). Blood alanine aminotransferase (ALT; catalog no. C009-2-1), aspartate transaminase (AST; catalog no. C010-2-1), TG (catalog no. A110-1-1), and T-AOC (catalog no. A015-2-1) were determined by the kits from Nanjing Jiancheng Bioengineering Institute (Nanjing, People’s Republic of China) (47). All procedures were followed from the manufacturers’ instructions.

### Histopathological analysis.

Testicular tissues were fixed in 10% neutral buffered formalin, paraffin embedded, cut into 5-μm sections. and subsequently stained with hematoxylin and eosin (H&E) for histopathological analysis (46).

### Western blotting.

Western blotting of proteins was carried out as previously reported (23, 46). Briefly, testicular tissue samples were lysed in radioimmunoprecipitation assay (RIPA) buffer containing the protease inhibitor cocktail from Sangong Biotech, Ltd. (Shanghai, China). Protein concentration was determined using a bicinchoninic acid (BCA) kit (Beyotime Institute of Biotechnology, Shanghai, China). Goat anti-actin was used as a loading control. The information for primary antibodies (Abs) is listed in Table S1 in the supplemental material. Secondary donkey anti-goat Ab (catalog no. A0181) was purchased from Beyotime Institute of Biotechnology, and goat anti-rabbit (catalog no. A24531) Abs were bought from Novex by Life Technologies (USA). Fifty micrograms of total protein per sample was loaded onto 10% SDS-polyacrylamide electrophoresis gels. The gels were transferred to a polyvinylidene fluoride (PVDF) membrane at 300 mA for 2.5 h at 4°C. The membranes were then blocked with 5% bovine serum albumin (BSA) for 1 h at room temperature (RT), followed by three washes with 0.1% Tween 20 in TBS (TBST). The membranes were incubated with primary Abs diluted 1:500 in TBST with 1% BSA overnight at 4°C. After three washes with TBST, the blots were incubated with the horseradish peroxidase (HRP)-labeled secondary goat anti-rabbit or donkey anti-goat Ab, respectively, for 1 h at RT. After three washes, the blots were imaged. The bands were quantified using ImageJ software. The intensity of the specific protein band was normalized to actin first, and then the data were normalized to the control. The experiment was repeated >6 times.

### Detection of protein levels and location in testis using immunofluorescence staining.

The methodology for immunofluorescence staining of testicular samples is reported in our recent publications (23, 46). Sections of testicular tissue (5 μm) were prepared and subjected to antigen retrieval and immunostaining as previously described. Briefly, sections were first blocked with normal goat serum in phosphate-buffered saline (PBS), followed by incubation with primary Abs (1:100 in PBS-0.5% Triton X-100; Bioss Co. Ltd. Beijing, People’s Republic of China) (Table S1) at 4°C overnight. After a brief wash, sections were incubated with an Alexa 546-labeled goat anti-rabbit secondary Ab (1:100 in PBS; Molecular Probes, Eugene, OR, USA) at RT for 30 min and then counterstained with 4′,6-diamidino-2-phenylindole (DAPI). The stained sections were examined using a Leica laser scanning confocal microscope (Leica TCS SP5 II; Germany). Ten animal samples from each treatment group were analyzed. Positively stained cells were counted. A minimum of 1,000 cells were counted for each sample of each experiment. The data were then normalized to the control.

### Statistical analysis.

Data were analyzed using SPSS statistical software (IBM Co., NY, USA) with one-way analysis of variance (ANOVA) with least significant difference (LSD) multiple comparison. The data were shown as the mean ± standard error of the mean (SEM). Statistical significance was based on *P* values of <0.05.

### Ethical approval.

All animal procedures used in this study were approved by the Animal Care and Use Committee of the Institute of Animal Sciences of Chinese Academy of Agricultural Sciences.

### Data availability.

Liver RNA-seq raw data were deposited in NCBI’s Gene Expression Omnibus under accession number GSE179098. The microbiota raw sequencing data generated in this study have been uploaded to the NCBI SRA database with the accession number PRJNA742204 (small intestine), PRJNA742202 (cecum), and PRJNA742203 (colon).

## Supplementary Material

Reviewer comments

# Supplementary material for: Gut-Testis Axis: Microbiota Prime Metabolome To Increase Sperm Quality in Young Type 2 Diabetes
**Source:** Microbiol Spectr. 2022 Oct 10;10(5):e01423-22. doi: 10.1128/spectrum.01423-22
**Supplement:** Supplemental file 1 — Supplemental material. Download spectrum.01423-22-s0001.pdf, PDF file, 2.8 MB

## Supplementary information

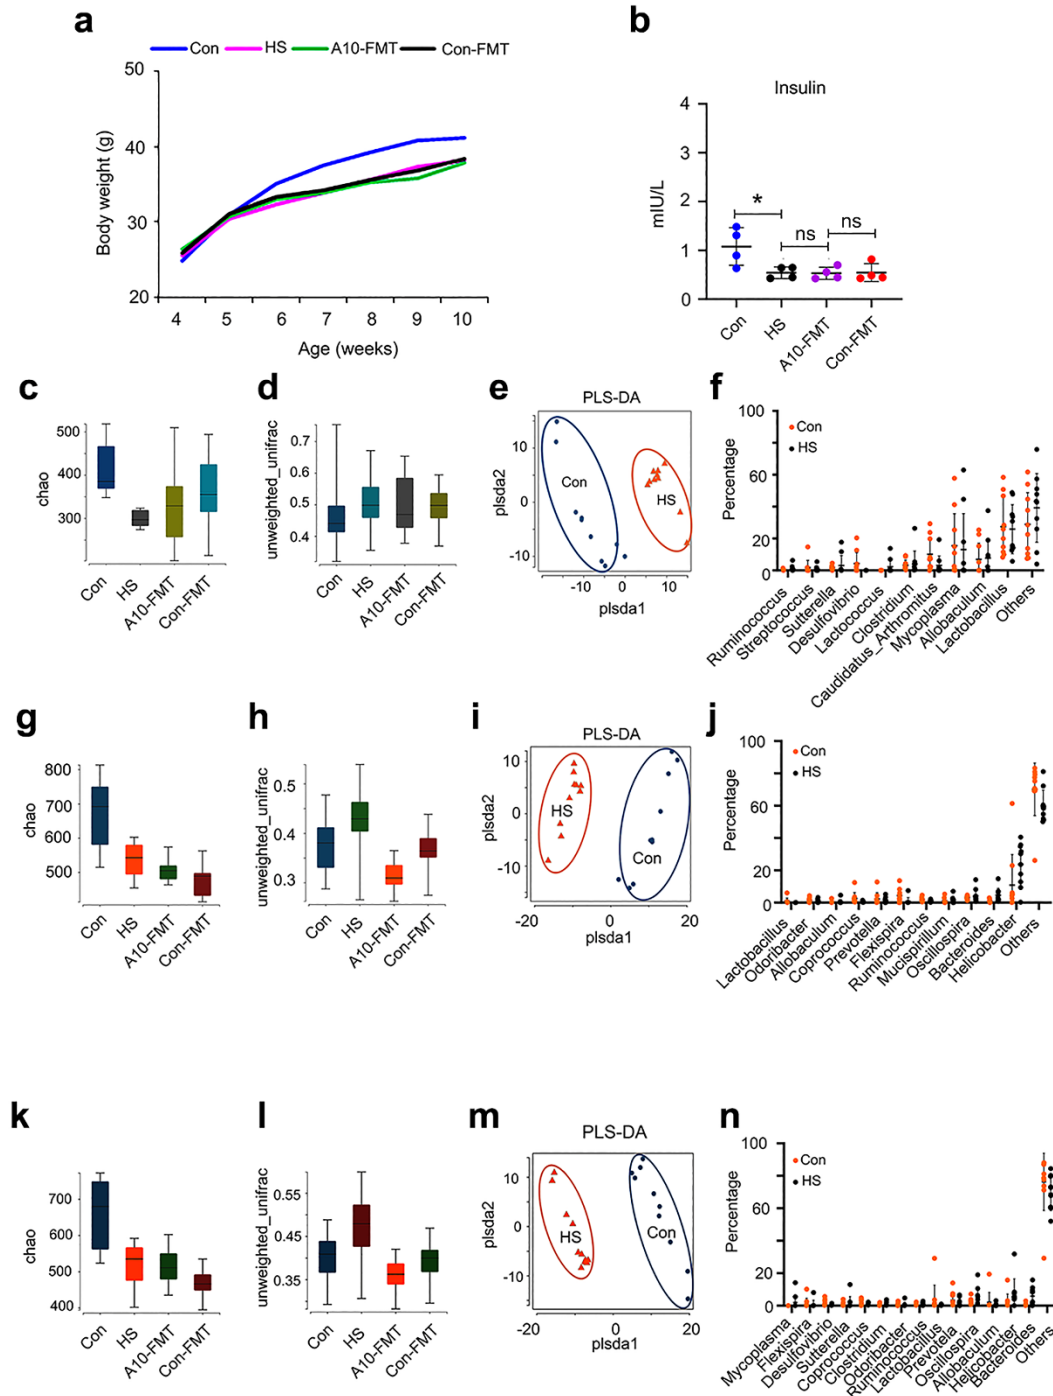

**Fig. S1. Body weight and gut microbiota changes (HS vs. Con).** **a** Animal bodyweight. The y-axis represents the body weight (g). The x-axis represents the age (weeks). **b** Blood insulin levels. The y-axis represents the concentration (mIU/L). The x-axis represents the treatment. **c** The alpha index of the small intestine microbiota (Chao index). The y-axis represents the relative amount. The x-axis represents the treatment. **d** The beta index of small intestinal microbiota. The y-axis represents the relative amount. The x-axis represents the treatment. **e** PLS-DA (OTU) of small intestine microbiota in HS and Con groups. **f** Small intestine microbiota levels at the genus level in HS and Con groups. The y-axis represents the relative amount (%). The x-axis represents the individual microbiota. **g** The alpha index of the cecum

microbiota (Chao index). The y-axis represents the relative amount. The x-axis represents the treatment. **h** The beta index of cecum microbiota. The y-axis represents the relative amount. The x-axis represents the treatment. **i** PLS-DA (OTU) of cecum microbiota in HS and Con groups. **j** Cecum microbiota levels at the genus level in HS and Con groups. The y-axis represents the relative amount (%). The x-axis represents the individual microbiota. **k** The alpha index of the colon microbiota (Chao index). The y-axis represents the relative amount. The x-axis represents the treatment. **l** The beta index of colon microbiota. The y-axis represents the relative amount. The x-axis represents the treatment. **m** PLS-DA (OTU) of colon microbiota in HS and Con groups. **n** Colon microbiota levels at the genus level in HS and Con groups. The y-axis represents the relative amount (%). The x-axis represents the individual microbiota.

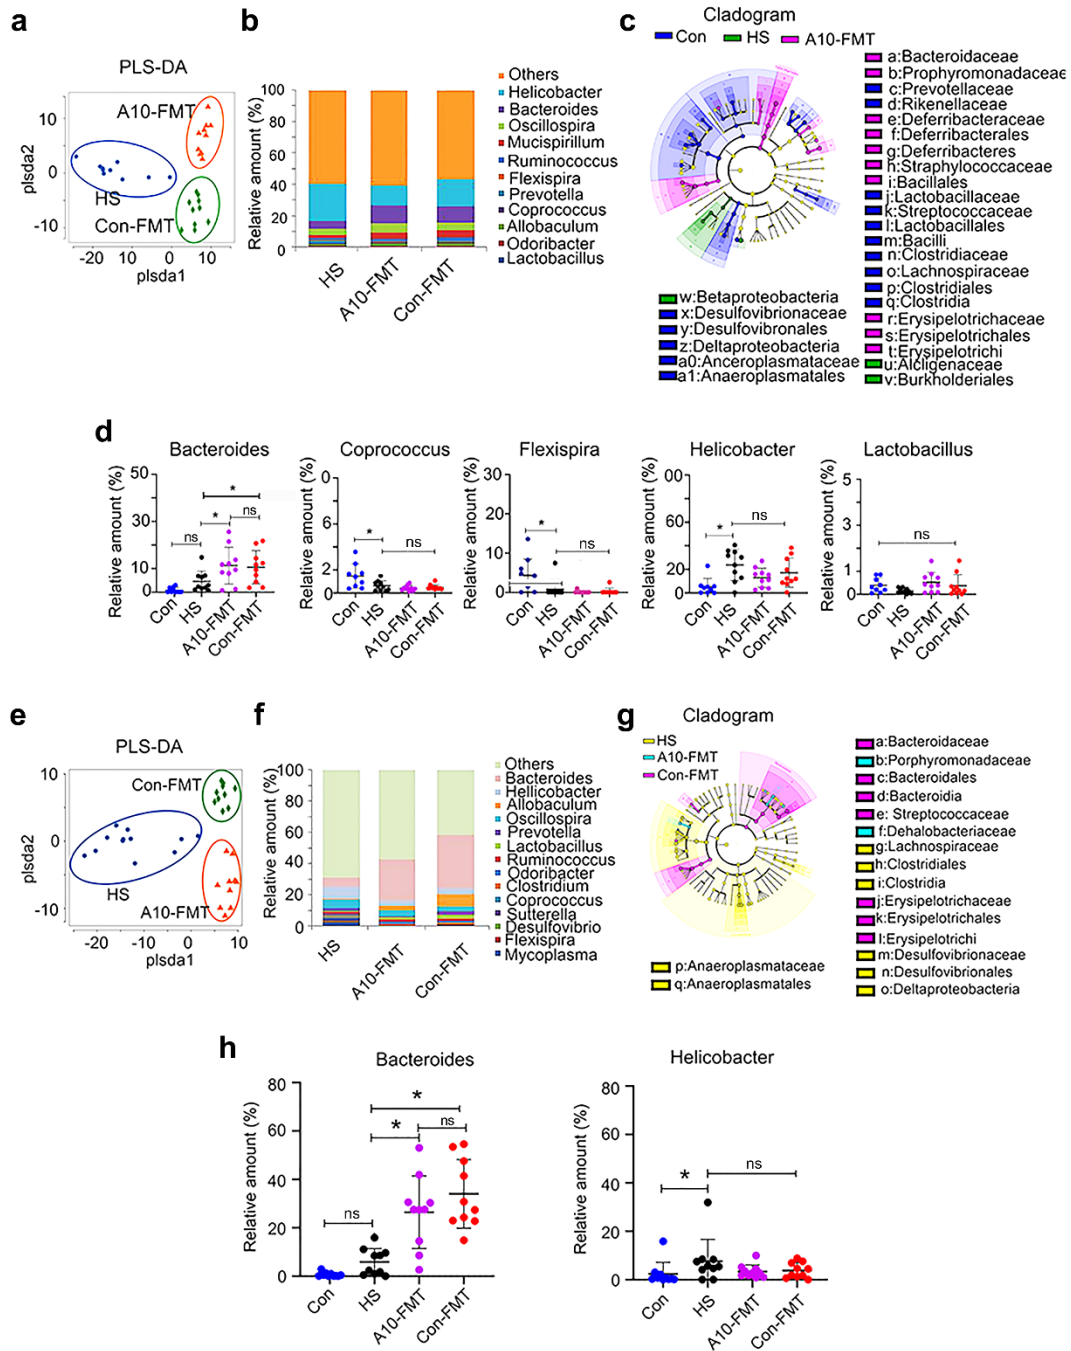

**Fig. S2. A10-FMT improved cecal and colon microbiota in type 2 diabetes.** **a** PLS-DA (OTU) of cecum microbiota in HS, A10-FMT, and Con-FMT groups. **b** Cecum microbiota levels at the genus level in HS, A10-FMT, and Con-FMT groups. The y-axis represents the relative amount (%). The x-axis represents the treatments. Different colors represent different microbiota. **c** Cladogram of the LEfSe determining the cecum microbiota difference in abundance. **d** *Bacteroides*, *Mucispirillum*, *Coprococcus*, *Flexispira*, *Helicobacter*, *Lactobacillus* in the cecum. The y-axis represents the relative amount at the genus level. The x-axis represents the treatment. \* $p < 0.05$ . **e** PLS-DA (OTU) of colon microbiota in HS, A10-FMT, and Con-FMT groups. **f** Colon microbiota levels at the genus level in HS, A10-FMT, and Con-FMT groups. The y-axis represents the relative amount (%). The x-axis represents the treatments. Different colors represent different microbiota. **g** Cladogram of the linear discriminate analysis effect size (LEfSe) determining the difference in abundance of small intestine microbiota. **h** *Bacteroides*, *Helicobacter* in the colon. The y-axis represents the

relative amount at the genus level. The x-axis represents the treatment. \* $p < 0.05$ .

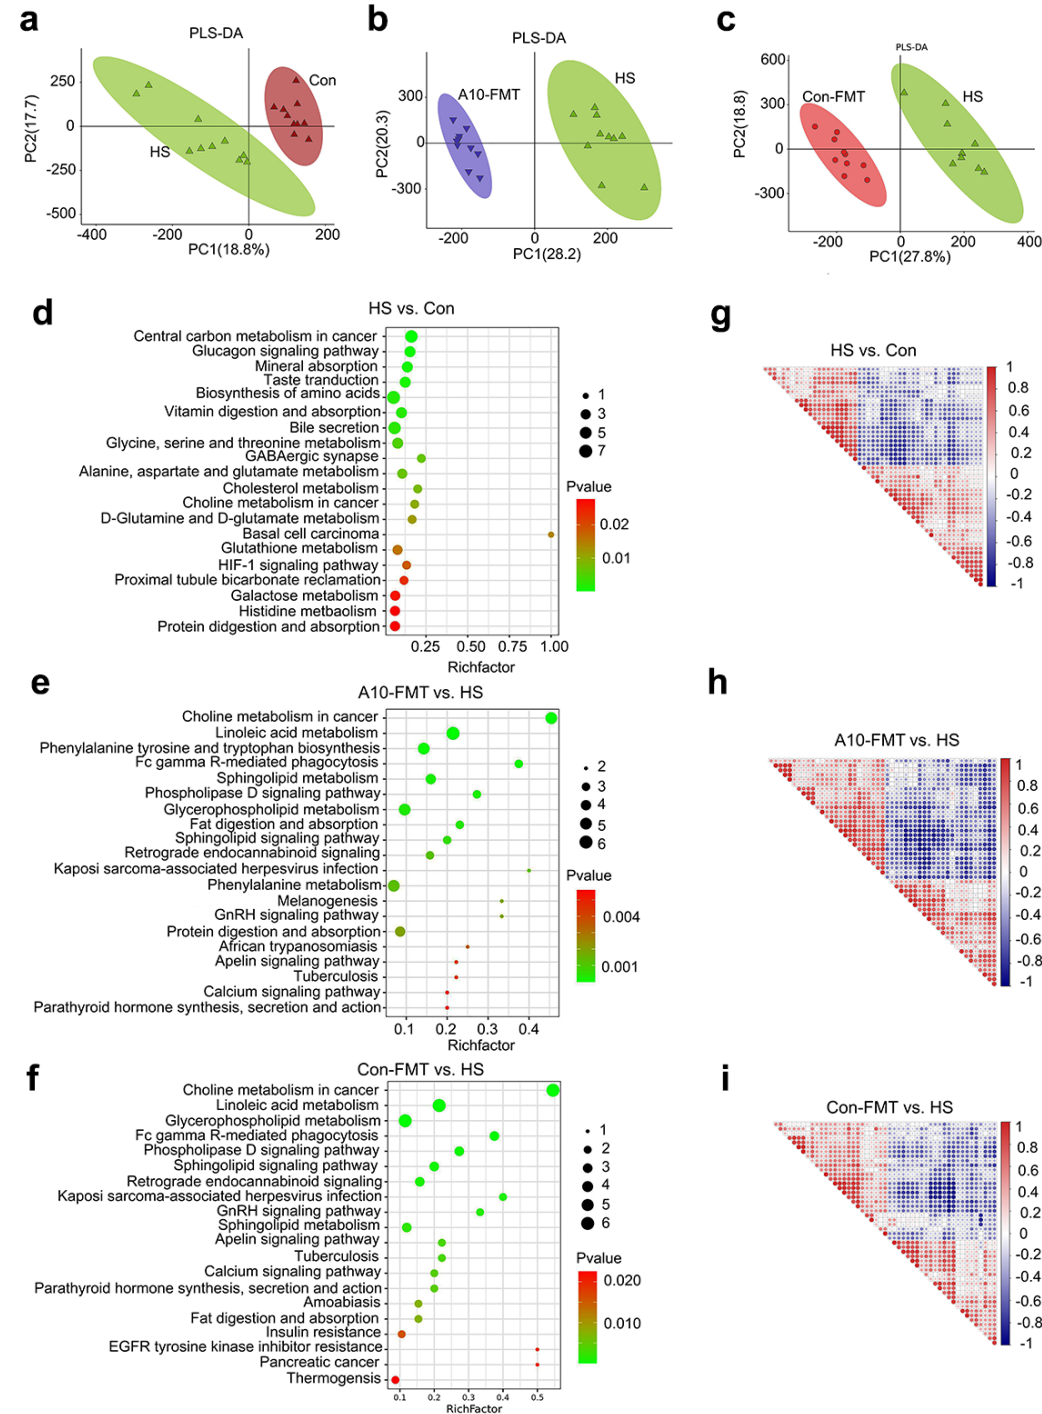

**Fig. S3. Blood metabolic data by LC/MS.** **a** PLS-DA of blood metabolites in the HS and Con groups. **b** PLS-DA of blood metabolites in the HS and A10-FMT groups. **c** PLS-DA of blood metabolites in the HS and Con-FMT groups. **d** Enriched pathways of changed blood metabolites in HS vs. Con. **e** Enriched pathways of changed blood metabolites in A10-FMT vs. HS. **f** Enriched pathways of changed blood metabolites in Con-FMT vs. HS. **g** Correlation of changed metabolites themselves in HS vs. Con. **h** Correlation of changed metabolites themselves in A10-FMT vs. HS. **i** Correlation of changed metabolites themselves in Con-FMT vs. HS.

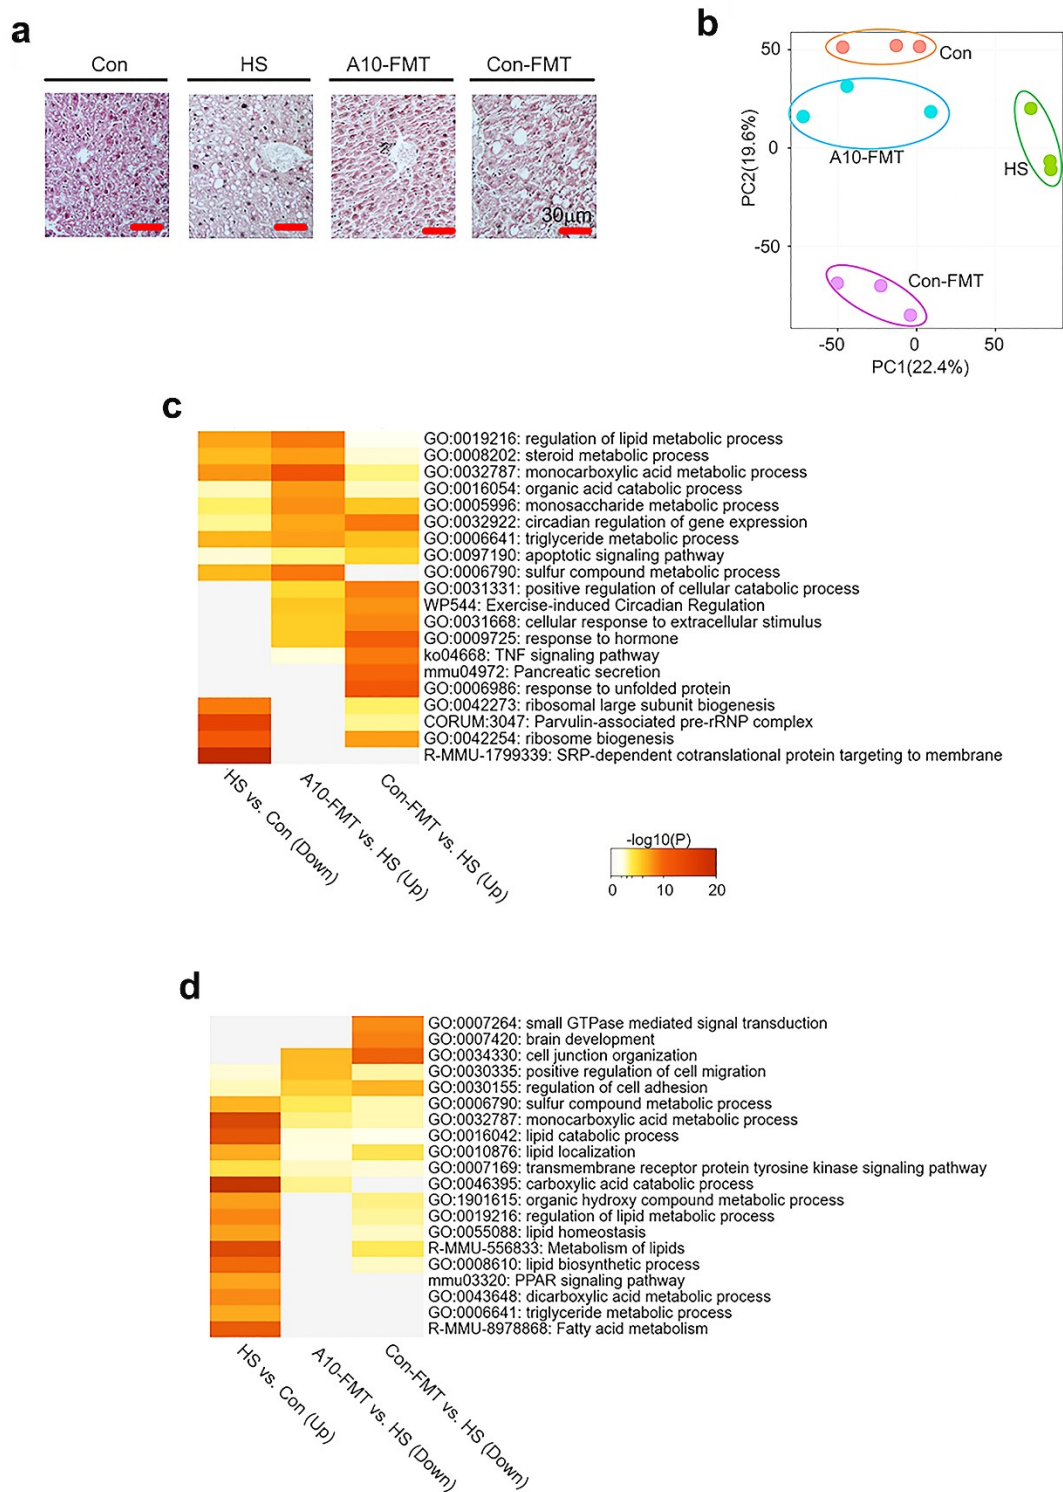

**Fig. S4. A10-FMT improved liver function.** **a** Histopathology analysis (HE) of liver. **b** The PCA of liver gene expression data. **c** The functional enrichment analysis of HS decreased genes while these were increased by A10-FMT or Con-FMT in the liver. **d** The functional enrichment analysis of HS increased genes while these were decreased by A10-FMT or Con-FMT in the liver.

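Principal components were computed from log2(RPKM + 1) of the 12 liver libraries, with each gene scaled to unit variance. The first component held 24.4% of the variance and the second 21.2%. With genes centred but not scaled, the first held 32.6%. On the first component the HS libraries lay between -77.2 and -59.6, below the other 9 libraries, and the Con libraries between 3.04 and 58.3. On the second component the Con-FMT libraries lay between -75.9 and -67.7 and the Con libraries between 45.4 and 50.7. The A10-FMT libraries spread from -7.32 to 71.4 on the first component and from -3.23 to 17.3 on the second. Positions of groups on the components were not tested.
The lists behind the enrichment in Fig. S4c and d were rebuilt from the limma calls. There were 24 genes lower in HS that A10-FMT or Con-FMT called back up, and 442 genes higher in HS that A10-FMT or Con-FMT called back down. Of the 139 tested genes in the 7 lists of lipid, bile acid and retinoid metabolism, 2 were among the 24, Thrsp and Mlxipl, where 0.328 were expected (two-sided Fisher's exact test with all tested genes as background, odds ratio 6.63, p = 0.0422). In the same exact test, p was 0.149 after median scaling, with 2 lipid genes of 50, and 0.178 after quantile normalization, with 2 of 56. Mlxipl, which encodes a transcription factor of lipid synthesis, had log2 changes of -0.77 in HS (adjusted p = 0.0155), 0.53 in A10-FMT (adjusted p = 0.0399) and 0.27 in Con-FMT (adjusted p = 0.247). Among the 442 genes were 5 of the lipid genes, Amacr, Agpat3, Scp2, Cyp4a10 and Abcb11, where 6.05 were expected (exact test, odds ratio 0.818, p = 0.835). These counts of lipid genes were added after the values had been seen.

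**Figure D4:**
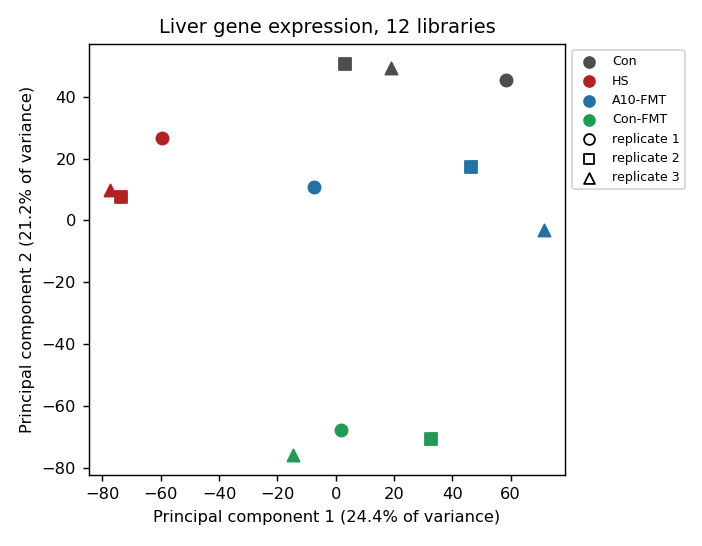
Scores of the 12 liver libraries of Con, HS, A10-FMT and Con-FMT on the first 2 principal components, which hold 24.4% and 21.2% of the variance. The HS libraries lie at the low end of the first component and the Con-FMT libraries at the low end of the second.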

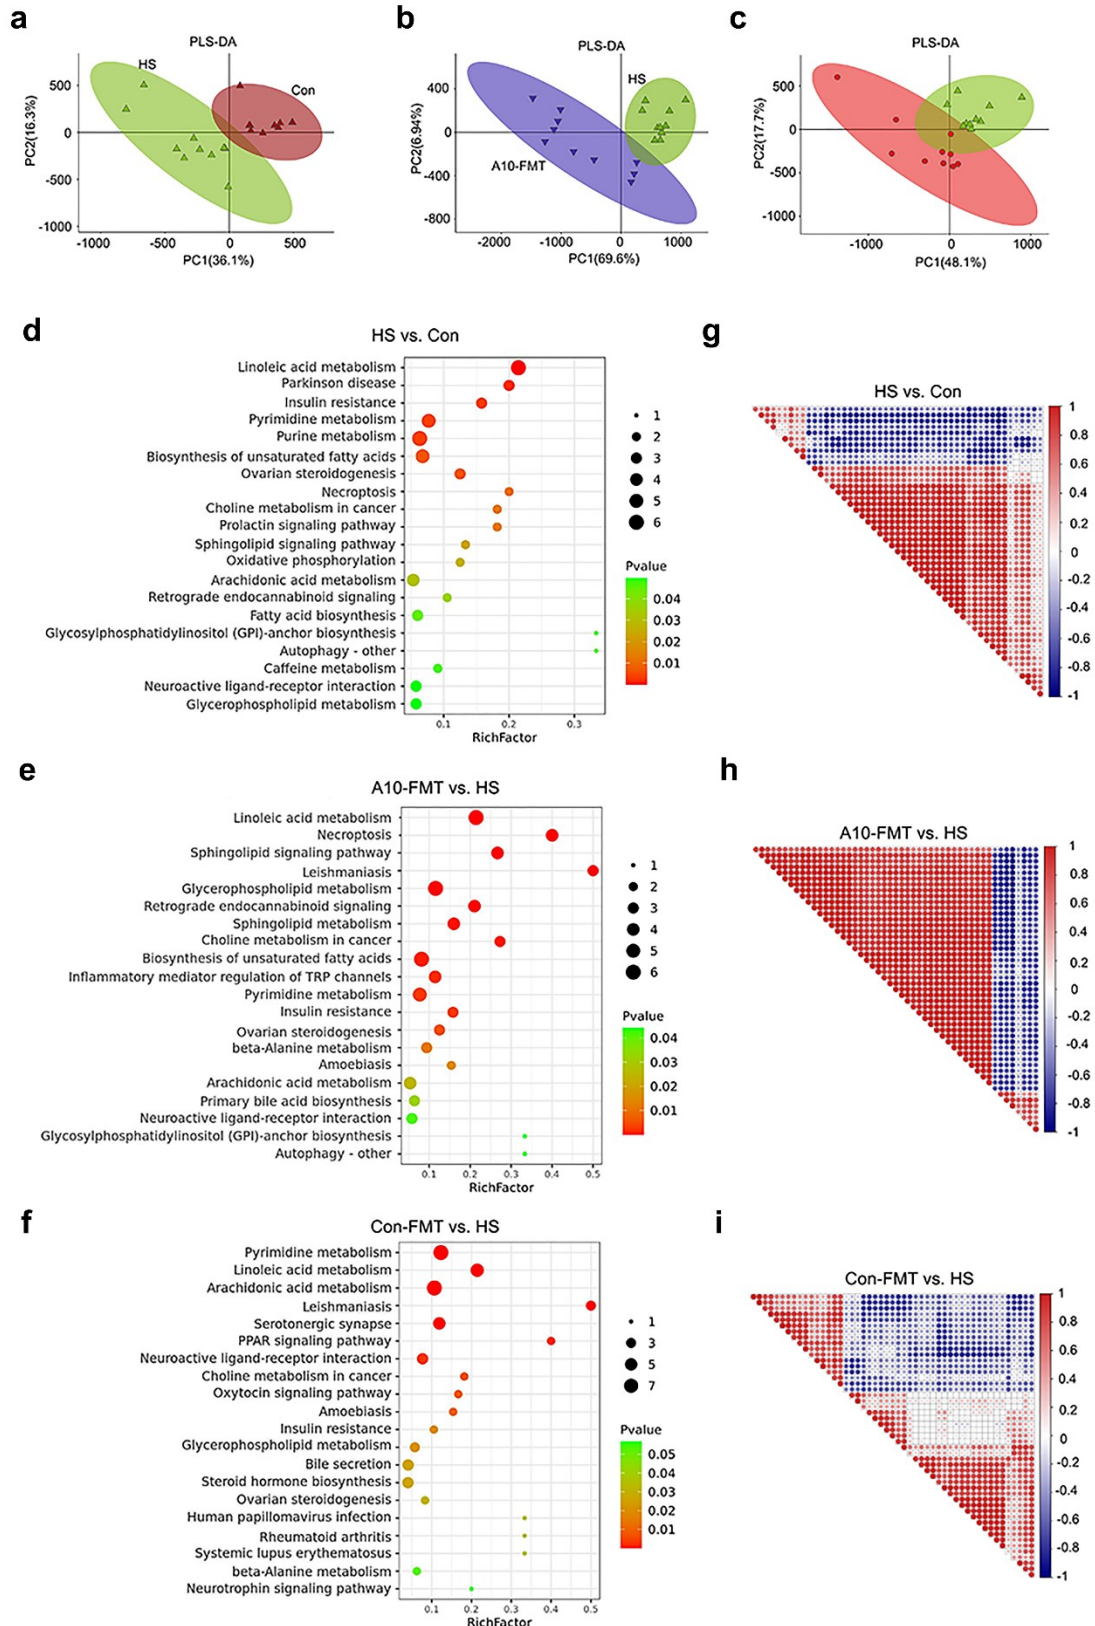

**Fig. S5. Testicular metabolic data by LC/MS.** **a** PLS-DA of testicular metabolites in the HS and Con groups. **b** PLS-DA of testicular metabolites in the HS and A10-FMT groups. **c** PLS-DA of testicular metabolites in the HS and Con-FMT groups. **d** Enriched pathways of changed testicular metabolites in HS vs. Con. **e** Enriched pathways of changed testicular metabolites in

A10-FMT vs. HS. **f** Enriched pathways of changed testicular metabolites in Con-FMT vs. HS. **g** Correlation of testicular changed metabolites themselves in HS vs. Con. **h** Correlation of testicular changed metabolites themselves in A10-FMT vs. HS. **i** Correlation of testicular changed metabolites themselves in Con-FMT vs. HS.

**Table S1. Primary antibody information.**

| Gene symbol | Name                                         | Cat. #       | Predicted size | Source (Animal)     | Company                                |
|-------------|----------------------------------------------|--------------|----------------|---------------------|----------------------------------------|
| DDX4 (VASA) | DEAD (Asp Glu Ala Asp) box polypeptide       | ab13840      | 76kDa          | Rabbit (polyclonal) | Abcam                                  |
| Bax         | BCL2-Associated X                            | bs-4564R     | 21kd           | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| SCP3/SYCP3  | Synaptonemal complex protein 3               | NB300-232    | 28kDa          | Rabbit (polyclonal) | Novus Biologicals                      |
| SOX9        | SRY (sex-determining region Y)-box 9 protein | AB5535       | 65kDa          | Rabbit (polyclonal) | Merck Millipore                        |
| TNP1(TP1)   | Transition protein-1                         | ab73135      | 6.4kDa         | Rabbit (polyclonal) | Abcam                                  |
| Bcl-2       | Bcl-2                                        | bs-4563R     | 26kd           | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| CYP11A1     | Cholesterol side chain cleavage enzyme       | bs-10099R    | 53/57kDa       | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| PIWIL1      | Piwi like protein 1                          | ab94917      | 99kDa          | Rabbit (polyclonal) | Abcam                                  |
| Caspase 3   | Caspas 3                                     | bs-0081R     | 28kd           | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| PGK2        | Phosphoglycerate kinase 2                    | D121803      | 45kDa          | Rabbit (polyclonal) | Sangon Biotech (Shanghai) Co., Ltd.    |
| HSD17b1     | Hydroxysteroid (17-beta) dehydrogenase 1     | bs-3855R     | 35kd           | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| ODF1        | Outer defense fiber 1                        | sc-390152    | 27kd           | Mouse (monoclonal)  | Santa Cruz Biotechnology, Inc.         |
| CYP7A1      | Cholesterol 7 alpha hydroxylase              | bs-21429R    | 55kd           | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| DHRS9       | Dehydrogenase/reductase SDR family member 9  | bs-7859R     | 35kDa          | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| RBP4        | Retinol binding protein 4                    | D122994-0025 | 23kDa          | Rabbit (polyclonal) | Sangon Biotech (Shanghai) Co., Ltd.    |
| NR1H4       | Bile Acid Receptor (NR1H4)                   | Bs-12867R    | 56kDa          | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| NR1H3       | LXR alpha + LXR beta                         | bs-18451R    | 51kDa          | Rabbit              | Beijing Biosynthesis Biotechnology CO. |
| GPX1        | Glutathione peroxidase 1                     | bs-3882R     | 22kDa          | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| actin       | actin                                        | Ab3280       | 42kDa          | Rabbit (polyclonal) | Abcam                                  |

**Data Set 1. Blood metabolites raw data.**

**Data Set 2. Testicular metabolites raw data.**

How the deposited data were processed for this re-analysis (not part of the article)

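Liver RNA-seq was analysed for the 4 groups of the paper's recipient experiment (Con, HS, A10-FMT and Con-FMT), with 3 libraries per group, and for 2 further groups known from the sample labels alone. These are A10 (10 mg/kg alginate oligosaccharide) and HS+A10 (high-fat diet, STZ and 10 mg/kg alginate oligosaccharide), with 3 libraries each, 18 libraries in all. Conditions were taken from the labels and, for the 4 groups of the paper, from its methods.

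The authors mapped the reads to reference genes with SOAPaligner, turned the read number of each gene into RPKM and deposited these values with 2 decimals. The paper's text does not name the genome build or the number of reads per library. RPKM sums differ between libraries, and the values were used as deposited, without further scaling, except under the alternatives below. The table lists 19057 genes. In 26 of them the symbol had been turned into a date, and 3 symbols occurred more than once. The steps between the lowest values of 42 genes gave each library's depth relative to the mean of all 18, which lay between 0.946 and 1.05, with HS lowest among the groups (0.946 to 0.957). The number of reads itself is unknown, so no interval or detection limit was computed. Gene positions were taken from the GRCm38 annotation, which the paper does not name.

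The analysis was run in R 4.3.3 with limma 3.58.1, and in Python 3.11.15 for the annotation and the figures. RPKM values were transformed as log2(RPKM + 1). Genes with a mean of at least 1 RPKM were tested, 10159 for the 12 libraries of the paper's groups and 10204 for all 18. A linear model with 1 mean per group was fitted, the variance was moderated with a trend on expression, and HS was compared with Con, A10-FMT with HS, Con-FMT with HS and, in a fit of all 18 libraries, HS+A10 with HS and A10 with Con. P-values are two-sided and adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. The test of the paper, DEGseq, was not used here because it takes no account of the spread between replicates. For single genes an exact two-sided permutation test of 3 libraries against 3 was added, whose smallest p is 0.1.

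Gene lists were written from general knowledge of the pathways. Before the data were examined, 19 lists were fixed, 7 of them on lipid, bile acid and retinoid metabolism, and so were the main tests, the rule for naming genes and most of the alternatives. The lists were tested with camera (inter-gene correlation 0.01), adjusted over 57 tests, and by two-sided Fisher's exact tests against all tested genes. GO and KEGG were not used here. Genes are named where the paper names them or measured their protein in liver. Also named are, for each comparison, the 3 genes in each direction with the smallest adjusted p among called genes without overlap between the groups, and in lists past an adjusted p of 0.05 the 3 genes with the largest change in that direction, given here for the lists on lipid metabolism. Some genes under this rule are not reported here. Genes named outside this rule were chosen after their values had been seen, and the text says so.

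Whether changes in HS were reversed was counted as genes called in both comparisons in opposite directions. Because the HS libraries enter both comparisons, each was also left out in turn. Genes were called without it, or the 200 genes with the smallest p were taken where fewer were called, and the recipients' mean was compared with the library left out.

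The method was tested on simulated data with the size and spread of the real table, but with genes that varied independently and no shift of whole libraries. With 200 of 10159 genes changed by 1 on the log2 scale, 175 (87.5%) were called in the right direction and 5 unchanged genes were called, and with no gene changed 0 were called. The share on the Con side with a library left out was 46.0% with no gene changed and 93.5% with genes changed in HS alone. Because genes varied independently, the simulation does not show how widely this share varies in real libraries. With HS and Con animals mixed it was 22.3% to 64.5% in A10-FMT.

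The alternatives were a pseudocount of 0.1, no filter, a mean of at least 5 RPKM, quantile normalization, scaling of each library to the same median, a block for the replicate number given in the labels, all 18 libraries or only the 2 compared groups in the fit, no variance trend, the paper's threshold, fry in place of camera, genes centred but not scaled for the principal components, the 500 genes with the smallest p for the libraries left out, and leaving out each replicate in turn. Scaling without the 10 most abundant genes, removal of each library's trend with GC content and gene length, and median scaling without Con replicate 3 were chosen after seeing the data. Blood, testis and microbiota measurements were not analysed here.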

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

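The comparisons of Con replicate 3 and A10 replicate 3 with the other libraries of their groups were chosen only after the results had been seen. Removal of the trend with GC content and gene length was also chosen after the data had been seen. The other tests in this part were chosen before.

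The labels give a group with high-fat diet, STZ and alginate oligosaccharide (HS+A10), on which the paper does not report liver RNA-seq results. Compared with HS, 747 genes were called in it (301 higher and 446 lower, with 2544 at an unadjusted p under 0.05), and for 27.4% of the genes its libraries did not overlap those of HS, where chance gives 10%. Of the genes called in HS compared with Con, 65 were called back in HS+A10 and 66 were called further in the same direction. After median scaling 935 genes were called (579 higher and 356 lower) and after quantile normalization 1053 (601 higher and 452 lower), so the balance of higher and lower genes depends on the scaling, but a shift of whole libraries on the RPKM scale does not account for the count. Of the 4 splits of the 6 libraries that part all same-numbered pairs, 1, the real one, gave a count this large, and the other 3 gave 0. The 6 splits that part fewer pairs gave 0 to 18 genes. With 4 or 10 splits the share cannot fall under 0.05, so by the splits alone the count cannot be told apart from a difference between animals that arose by chance.

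In the group given alginate oligosaccharide alone (A10, known from the labels), 7 genes were called compared with Con (5 higher and 2 lower, with 1418 at an unadjusted p under 0.05). They were named after their values had been seen. Nr1d1 had a log2 change of 2.45, Nr1d2 of 1.39, Cyp3a59 of 0.97, Pck1 of 0.82, Lpin2 of 0.73, Cyp21a1 of -1.74 and Saa2 of -5.24. Only the real split gave as many, 1 of the 4 that part all same-numbered pairs, too few splits to set it apart from chance by their number.

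Both groups of this comparison hold a library that lies between the other two. Con replicate 3 lay between them for 97.7% of the 614 genes that differed between Con replicates 1 and 2, and A10 replicate 3 for 95.7% of the 372 genes that differed between A10 replicates 1 and 2. In the other 16 libraries this share was 11.9% to 72.4%. In simulated data it was 99.9% for a mixture of 2 libraries and 61.8% for independent libraries. The simulated values are a rough guide. They were not limited to genes of 5 to 500 RPKM, as the real ones were, and used another pseudocount. The median absolute deviation from the best weighted mean of the other two was 0.0851 in Con replicate 3 and 0.0947 in A10 replicate 3, against 0.133 to 0.216 elsewhere. Reuse of the same reads is unlikely, since 326 genes at 0 in both other Con libraries were above 0 in Con replicate 3, and 282 genes at 0 in both other A10 libraries were above 0 in A10 replicate 3, against 281 to 719 in the other 16 libraries. A candidate explanation is that each was made from RNA of the other two animals mixed. If so, these groups would hold fewer than 3 independent animals. No biological explanation was tested.

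In Con-FMT replicate 3, all 28 tested marker genes of pancreatic acinar cells were at their highest among the 18 libraries. They made up 4.11% of its RPKM and at most 0.00681% in any other library, and their median was 635 RPKM against at most 0.095 elsewhere. The other two Con-FMT libraries did not share this, so the rise does not follow the treatment. A candidate explanation is pancreatic tissue collected with the liver, for which all 28 markers rising in the same single library is what would be seen. An increase within this liver itself was not tested.

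Genes of the unfolded protein response differed between A10-FMT and Con-FMT, which the paper does not compare for these genes. The mean log2 difference relative to all genes was -1.18 (23 of 24 genes lower in A10-FMT), with an adjusted p of 8.93e-15 over 19 lists from camera in limma and an unadjusted one of 4.70e-16. Compared with HS, the change was -0.42 in A10-FMT (20 of 24 lower, adjusted p = 0.0106) and 0.76 in Con-FMT (22 of 24 higher, adjusted p = 4.88e-12). The alternatives gave a camera or fry adjusted p from 1.84e-05 to 0.125 in A10-FMT, so this change did not pass under all of them. In Con-FMT they gave 7.11e-14 to 0.0305. The 3 A10-FMT libraries had means of 4.85 to 5.36 on the log2 scale and the 3 Con-FMT libraries of 6.23 to 6.49. HS replicate 1, at 5.30, lay within the A10-FMT range, and HS replicates 2 and 3 lay above it, at 5.94 and 5.76. To test whether pancreatic RNA accounts for it, Con-FMT replicate 3 was left out, and the p was 1.67e-16. It was 1.12e-15, with a difference of -1.17, after removal of each library's trend with GC content and gene length, so neither this trend nor that library accounts for it alone. A shift of whole libraries cancels in a difference relative to all genes, so the p of 7.55e-17 after median scaling is no test of such a shift. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave a difference this large, and the largest other was 0.70. The 6 splits that part fewer pairs gave 0.14 to 0.63. The 3 HS+A10 libraries, whose label names no transfer, had means of 4.81 to 5.05, so levels as low as in A10-FMT were also seen without one. An effect of the donors' treatment is 1 possible explanation of the difference. A difference in the time of collection is another and was not tested for these genes. By the splits alone the difference also cannot be told apart from one between animals that arose by chance.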

How the results depend on the processing

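Scaling without the 10 most abundant genes, removal of the trend with GC content and gene length, median scaling without Con replicate 3 and the counts of lipid genes called back were chosen only after the data had been seen.

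The count of genes HS vs Con (996) was 1809 with all 18 libraries in the fit, 497 with median scaling, 493 with quantile normalization, 93 with median scaling without Con replicate 3, 638 with a replicate block and 12 under the paper's threshold, and from 268 to 695 across the 6 fits that each left out one replicate. The count of genes A10-FMT vs HS (1672) was 727 with median scaling, 755 with quantile normalization, 846 with only the 2 groups compared in the fit, 879 scaled without the 10 most abundant genes, 7 under the paper's threshold, and from 559 to 1638 with a replicate left out. The count of genes Con-FMT vs HS (1849) was 968 for genes with a mean of at least 5 RPKM, 777 with only the 2 groups compared, 49 under the paper's threshold, and from 1105 to 1603 with a replicate left out. No cause was tested for these changes. Under the other alternatives these counts stayed within 1.5 times.

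The count of genes HS+A10 vs HS (747) was 76 with only the 2 groups compared, 2 under the paper's threshold, and from 152 to 1233 with a replicate left out, and the cause was not tested. The count of genes A10 vs Con (7) was 18 with no filter, 40 with only the 2 groups compared and 0 under the paper's threshold (1418 genes at an unadjusted p under 0.05), and from 0 to 72 with a replicate left out, again with the cause not tested.

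The number of genes HS vs Con called back by A10-FMT (377) was 746 with all 18 libraries, 94 with median scaling, 102 with quantile normalization, 221 with a replicate block and 0 under the paper's threshold, and from 106 to 422 with a replicate left out. The number of genes HS vs Con called back by Con-FMT (262) was 504 with all 18 libraries, 174 for genes with a mean of at least 5 RPKM, 89 with median scaling, 101 with quantile normalization, 174 with a replicate block and 0 under the paper's threshold, and from 84 to 232 with a replicate left out. For held-out reversal by Con-FMT (63.7%), the share was 56.1% with median scaling and 57.7% with quantile normalization. In A10-FMT (74.5%) the share ranged from 65.7% to 75.0%. In both groups these moves were smaller than the spread between the 3 libraries left out. That spread was 64.4% to 81.2% in A10-FMT and 59.8% to 70.1% in Con-FMT. For these results the cause was not tested.

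For lipid gene over-representation, 6 of 42 tests passed, against 3 for genes with a mean of at least 5 RPKM, 3 with median scaling, 2 with only the 2 groups compared and 0 under the paper's threshold, and from 2 to 7 with a replicate left out. For the lipid gene sets, 6 of 21 tests passed, and from 5 to 11 did with a replicate left out. The number of lipid genes lower in HS and called back (2) was 1 with no filter and 0 under the paper's threshold, and from 0 to 2 with a replicate left out. The number of lipid genes higher in HS and called back (5) was 12 with all 18 libraries, 0 with median scaling, 2 with no filter, 2 with quantile normalization and 0 under the paper's threshold, and from 1 to 8 with a replicate left out. The cause was not tested.

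For principal components, component 1 (24.4%) held 32.6% with genes centred but not scaled, 26.1% for genes with a mean of at least 5 RPKM and 20.0% with no filter, and from 23.1% to 26.9% with a replicate left out. For principal components, component 2 (21.2%) held 17.5% with genes not scaled, 19.9% for genes with a mean of at least 5 RPKM, 17.9% with median scaling, 18.0% with no filter and 18.2% with quantile normalization, and from 19.9% to 23.1% with a replicate left out. As for the components, the cause was not tested.

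Of the lists of genes, cholesterol synthesis and uptake A10-FMT vs HS (-0.32 on the log2 scale) ranged from -1.12 to 0.14 with a replicate left out, fatty acid and triglyceride synthesis A10-FMT vs HS (0.26) from -0.024 to 0.44, mitochondrial fatty acid beta-oxidation A10-FMT vs HS (0.10) from -0.042 to 0.27, peroxisomal fatty acid beta-oxidation A10-FMT vs HS (0.08) from -0.070 to 0.25, and targets of the receptor PPAR alpha A10-FMT vs HS (-0.30) from -0.64 to 0.023. The change in fatty acid and triglyceride synthesis Con-FMT vs HS (0.02) was -0.0076 for genes with a mean of at least 5 RPKM and -0.019 with quantile normalization, and from -0.26 to 0.20 with a replicate left out. The change in mitochondrial fatty acid beta-oxidation Con-FMT vs HS (-0.01) was 0.0059 with median scaling and 0.017 with a pseudocount of 0.1, and from -0.15 to 0.16 with a replicate left out. The cause was not tested. Over all 36 changes of lists and 573 alternatives, 515 kept their direction and side of the threshold, 17 became stronger, 27 weaker and 14 reversed.

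Among single genes, Gpx1 A10-FMT vs HS (-0.05) was 0.14 with median scaling and 0.10 with quantile normalization, and from -0.10 to 0.014 with a replicate left out, and Gpx1 Con-FMT vs HS (-0.07) was 0.045 with median scaling. Nr1h4 HS vs Con (0.05) was -0.14 with median scaling and -0.10 with quantile normalization, and from -0.058 to 0.12 with a replicate left out, and Nr1h4 Con-FMT vs HS (0.04) ranged from -0.067 to 0.15. Rbp4 A10-FMT vs HS (0.06) was -0.15 with quantile normalization and from -0.073 to 0.15 with a replicate left out, and Rbp4 Con-FMT vs HS (-0.05) was 0.069 with median scaling and from -0.18 to 0.037 with a replicate left out. Cyp7a1 HS vs Con (-0.57) ranged from -1.22 to 0.22 and Cyp7a1 Con-FMT vs HS (0.57) from -0.22 to 1.21. The cause was not tested. Over all 73 changes of single genes and 1091 alternatives, 996 kept their direction and side of the threshold, 17 became stronger, 61 weaker and 17 reversed.

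The replicate block was added because the labels number the replicates of each group. Libraries with the same number come from different animals, and their mean correlation after the group means were removed was 0.011, so the block had no pairing to remove. The alternatives set for read counts, edgeR and DESeq2 with their normalizations, were not run because the values are RPKM. The direct comparison of A10-FMT with Con-FMT was rerun under alternatives for the unfolded protein response genes alone. The number of reads per library is unknown, which leaves open how far counting error widens the spread of genes near 1 RPKM.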

Differences from the paper's values

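No test in this part was chosen after the result was seen, except where stated.

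The paper shows the share of variance of the first 2 principal components as about 22% and about 20% in Fig. S4b, read by eye. The values here were 24.4% and 21.2%, and under no alternative did they differ by more than 1.5 times.

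The paper states that HS lowered Nr1h3, Acaa1a, Acaa2 and Acox2 and that A10-FMT, Con-FMT or both raised them. Here these genes were higher in HS than in Con, with log2 changes of 0.23 in Nr1h3, 0.38 in Acaa1a, 0.25 in Acaa2 and 0.32 in Acox2, and none was called. The number of them lower in HS was 0 under every alternative set before the data were examined. Acaa1a and Acaa2 were higher in both groups of recipients than in HS, and Nr1h3 and Acox2 were lower in both. With all libraries none of these changes was called. Without HS replicate 1, Acaa1a was called higher in A10-FMT (log2 change 0.56, adjusted p = 0.0173) and in Con-FMT (0.51, adjusted p = 0.0255), and Nr1h3 was called lower in A10-FMT (-0.27, adjusted p = 0.0485). Over the alternatives, the adjusted p lay between 0.0173 and 0.385 for Acaa1a in A10-FMT, between 0.0255 and 0.531 for Acaa1a in Con-FMT and between 0.0485 and 0.935 for Nr1h3 in A10-FMT. No setting called any of these genes lower in HS.

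The paper gives lipid metabolism as a function of the genes that HS lowered and the recipients raised. Here 24 genes were lower in HS and called back up, and 2 of them were among 139 genes of lipid, bile acid and retinoid metabolism (odds ratio 6.63, p = 0.0422 by Fisher's exact test, a count added after the values had been seen). By the same exact test, p was 0.149 after median scaling and 0.178 after quantile normalization. The lists of mitochondrial and peroxisomal beta-oxidation, to which Acaa1a, Acaa2 and Acox2 belong, were higher in HS (0.42 and 0.40 on the log2 scale relative to all genes), while those of cholesterol synthesis and uptake and of fatty acid and triglyceride synthesis were lower in HS (-1.28 and -0.75), the direction the paper gives.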

Other observations

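The tests of library medians for the excess of calls, of the clock genes and of the p53 targets were chosen only after the results had been seen. So were the splits for lipid lists in HS compared with Con alone and for lipid genes called back. The counts over all 10 splits and all 20 assignments were as well. Removal of the GC content and gene length trend was also chosen after the data had been seen.

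Of the 996 genes called in HS compared with Con, 89.4% were higher in HS. With equal library medians the share was 48.7%, but setting the medians equal by itself brings higher and lower calls toward balance, so this value does not tell a shift of whole libraries on the RPKM scale from a change of many genes. Scaling without the 10 most abundant genes left it at 90.5%, so these genes alone do not account for it. Whether the excess arose in the liver or in the processing was not tested. Bias by GC content or gene length does not account for the counts of called genes, which were 939 in HS compared with Con, 1783 in A10-FMT compared with HS and 1836 in Con-FMT compared with HS once each library's trend was removed (for 99.0% of the genes with a value).

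Other splits of the libraries were run for each count. The labels number the replicates of each group alike, so the 4 of the 10 splits that part all same-numbered pairs were counted apart, although nothing else pairs these libraries. For HS compared with Con, 1 of the 4, the real one, gave as many called genes, and the others gave 0. For A10-FMT compared with HS it was 1 of 4, with at most 1 gene in the others, and for Con-FMT compared with HS 1 of 4, with at most 14. Over all 10 splits, too, it was the real one alone in each of these comparisons, and the splits that part fewer pairs gave 0 to 12 genes in A10-FMT compared with HS and 0 in the 2 other comparisons. At an unadjusted p under 0.05, the 9 splits other than the real one gave 120 to 896 genes in HS compared with Con, against 3108 with the real labels. With 4 or 10 splits no share can fall under 0.05, so the number of splits alone cannot tell these counts apart from differences between animals that arose by chance.

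Results that combine comparisons were computed for 8 assignments of the HS and Con labels. Of these, 1 is the real one, 1 swaps HS and Con whole, which mixes no animals, and 6 mix animals of both groups. The swap is no chance level. A gene called back in the swap is one at which the recipients were called different from Con in the direction of HS. Its counts therefore show how much of the HS change the recipients kept. Genes called back by A10-FMT were as many in 1 of the 8, and genes called back by Con-FMT in 2 of the 8, the real one and the swap (273 and 426 genes in the swap, and 0 in the 6 others). The share on the Con side with a library left out was as high in 2 of the 8 for A10-FMT and in 2 of the 8 for Con-FMT, again the real one and the swap (82.3% and 88.2% in the swap). In the 6 others it was 36.8% to 54.7% and 31.0% to 61.8%. At least 6 over-representation tests passed in 2 of the 8 (11 in the swap and at most 1 in the 6 others). Lipid genes lower in HS and called back were as many in 2 of the 8 (21 in the swap), and lipid genes higher in HS and called back in 2 of the 8 (8 in the swap), with 0 of either in the 6 others. Mixing Con-FMT and HS instead, a split that parts all same-numbered pairs gave 11 lipid genes lower in HS and called back. Mixing A10-FMT and HS, a split that parts fewer pairs gave 6 higher in HS and called back. The other mixed splits of these groups gave at most 1 of the former and 2 of the latter. Neither count of lipid genes is therefore set apart from every mixed split. At least 6 tests of lipid lists passed in all 8 of the 8 assignments (9 to 15 in the 6 that mix animals), and in HS compared with Con alone at least 5 lists passed in 3 of the 4 splits, so the number of lipid lists past the threshold does not set the real labels apart. With the assignments that part fewer pairs, 20 in all, the share for Con-FMT was as high in 4 of 20 (up to 65.3% in those that mix animals), and the share for A10-FMT in 2 of 20 (up to 64.5%). With 8 or 20 assignments no share can fall under 0.05, so their number alone cannot tell these results apart from differences that arose by chance.

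Clock genes differed between HS and the recipients. The mean of 7 genes that peak together (Dbp, Tef, Nr1d1, Nr1d2, Per3, Ciart and Usp2) minus that of 5 genes of the opposite arm (Arntl, Npas2, Clock, Nfil3 and Cry1) was -1.92 ± 0.096 (SD) in Con, -0.95 ± 0.25 in HS, -1.23 ± 0.58 in A10, 2.69 ± 0.60 in A10-FMT, 1.99 ± 0.48 in Con-FMT and 2.47 ± 0.81 in HS+A10 on the log2 scale. Each of A10-FMT, Con-FMT and HS+A10 differed from HS (exact two-sided permutation test, p = 0.1 each, the smallest possible), but the same exact test also gave p = 0.1 for HS compared with Con and for A10 compared with Con, so it does not set the recipients apart. The fecal transfer itself is unlikely to be needed, since HS+A10, whose label names no transfer, lay 3.42 above HS. A candidate explanation is that livers of different groups were collected at different times of day. Both arms moved in opposite directions and A10-FMT lay 3.64 above HS, as a shift in time would give, but an effect of the treatments on the clock would give the same. The paper's text does not state the time of collection, and the explanations cannot be told apart. The scores of Con (-2.03 to -1.86) and HS (-1.23 to -0.73) did not overlap either. Of the 19 tested genes in the list of circadian clock genes, 2 were called higher and 2 lower in HS than in Con. Whether other genes called between these groups follow the time of collection was not tested. The counts of genes called in the recipients, and of genes called back, may therefore include such genes. So may the genes called in HS compared with Con and in A10 compared with Con.

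Targets of the protein p53 were higher in HS than in Con, by 0.46 on the log2 scale relative to all genes (15 of 16 genes higher, camera adjusted p = 7.74e-05). They were lower in A10-FMT than in HS (-0.49, 15 of 16 lower, adjusted p = 2.27e-04), and in Con-FMT the change was -0.04 (adjusted p = 0.878). Compared directly, the difference between A10-FMT and Con-FMT was -0.45 (14 of 16 lower, adjusted p = 2.58e-04). For HS compared with Con, removal of the trend with GC content and gene length gave a change of 0.49 and an adjusted p of 1.21e-05, so this trend did not produce it. A shift of whole libraries cancels in a change relative to all genes, so the adjusted p of 4.12e-07 with median scaling is no test of such a shift. It lay between 4.12e-07 and 7.80e-05 over the alternatives run. Of the 16 genes, 7 were higher in each of the 4 groups given STZ than in both groups not given it, where 1.07 are expected by chance, which may reflect the STZ injection, but genes are not independent replicates and diet went with STZ. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave a difference this large, and the largest other was 0.29. The 6 splits that part fewer pairs gave 0.0086 to 0.32. By the splits alone the pattern cannot be told apart from a difference between animals that arose by chance.

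The mRNAs of some proteins that the paper measured in liver were also read. In HS compared with Con, Gpx1 had a log2 change of 0.52 (3 of 3 HS libraries above all Con libraries, adjusted p = 0.00865), and Rbp4 (0.44, 3 of 3 above, adjusted p = 0.0599), Bax (0.37, adjusted p = 0.152), Nr1h4 (0.05, adjusted p = 0.853) and Cyp7a1 (-0.57, adjusted p = 0.512) were not called. In A10-FMT compared with HS, Bax had a log2 change of -0.63 (3 of 3 below all HS libraries, adjusted p = 0.0273), and Cyp7a1 (1.01, adjusted p = 0.220), Nr1h4 (0.31, adjusted p = 0.140), Rbp4 (0.06, adjusted p = 0.763) and Gpx1 (-0.05, adjusted p = 0.710) were not called. In Con-FMT compared with HS, none of these was called, with adjusted p between 0.484 and 0.855. With median scaling, the adjusted p was 0.0940 for Gpx1 in HS compared with Con, 0.144 for Bax in A10-FMT and 0.0297 for Nr1h4 in A10-FMT. Over the alternatives it lay between 0.00112 and 0.0940 for Gpx1, between 0.0208 and 0.277 for Rbp4 in HS compared with Con, between 0.00875 and 0.144 for Bax and between 0.0297 and 0.334 for Nr1h4. Cyp7a1 varied widely within HS, at 5.36, 45.7 and 22.5 RPKM. Dhrs9 and Bcl2 were below the minimum mean of 1 RPKM and were not tested. No explanation was tested for these values, which are mRNA and not protein.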
